# OLFML3 Promotes IRG1 Mitochondrial Localization and Modulates Mitochondrial Function in Macrophages

**DOI:** 10.7150/ijbs.103859

**Published:** 2025-02-26

**Authors:** Qijun Yu, Hong Mei, Qian Gu, Ran Zeng, Yanan Li, Junjie Zhang, Chenxu Gao, Hai Fang, Jieming Qu, Jia Liu

**Keywords:** acute Lung Injury, IRG1, macrophage, mitochondria, OLFML3

## Abstract

Olfactomedin-like protein 3 (OLFML3), belonging to olfactomedin (OLF) protein family, has poorly defined functions. Recent studies have reported the functions of OLFML3 in anti-viral immunity and tumorigenesis. In this study, we investigated the roles of OLFML3 in macrophages. In LPS- or *Pseudomonas aeruginosa*-induced acute lung injury (ALI) mouse model, OLFML3 depletion exacerbated inflammatory response, leading to reduced survival. OLFML3 achieved the *in vivo* activity by regulating macrophage phagocytosis and migration. Mass spectrometry analysis revealed immunoresponsive gene 1 (IRG1) as an OLFML3-interacting protein. IRG1 is a mitochondrial decarboxylase that catalyzes the conversion of *cis*-aconitate to itaconate, a myeloid-borne mitochondrial metabolite with immunomodulatory activities. Further investigation showed that OLFML3 could prevent LPS-induced mitochondrial dysfunction in macrophages by maintaining the homeostasis of mitochondrial membrane potential (MMP), mitochondrial reactive oxygen species (mtROS) and itaconate-related metabolites. In-depth protein-protein interaction studies showed that OLFML3 could promote IRG1 mitochondrial localization via a mitochondrial transport protein, apoptosis inducing factor mitochondria associated 1 (AIFM1). In summary, our study showed that OLFML3 could facilitate IRG1 mitochondrial localization and prevent LPS-induced mitochondrial dysfunction in macrophages.

## Introduction

Olfactomedin-like protein 3 (OLFML3) is a 406-amino acid glycoprotein. OLFML3 is also recognized as hOLF44 1 and HNOEL-iso 2 in human, ONT3 in mice 3 and ONT1 in chicken 4 and *Xenopus* 5. OLFML3 is a member of the olfactomedin (OLF) protein family which contains over 200 members present in diverse species ranging from *Caenorhabditis elegans* to *Homo sapiens* 6. A recent phylogenetic study has defined OLF family as nine evolutionarily distinct subfamilies, and OLFML3 resides in subfamily VII 6. Structurally, OLFML3 and other members in subfamily VII are characterized with an N-terminal coiled-coil region (CC domain) and a C-terminal OLF-like domain (OLF domain) 6.

Human *Olfml3* gene is located in band p13.1 in chromosome 1 and contains three exons and two introns spanning a 2.9 Kbp region. Human *Olfml3* gene encodes a 1,852-nucleotide mRNA, composed of a 1,221-nucleotide coding DNA sequence (CDS) and two flanking untranslated region (UTRs) 1. OLFML3 mRNA is differentially expressed in multiple human tissues, where placenta shows high expression and leukocytes show little expression 1. Interestingly, it has been also reported that during tumor progression, OLFML3 expression is tightly regulated at the transcriptional level 7-9 and that viral infection induced the expression of OLFML3 10.

The exact functions and mechanisms of action of OLFML3 are poorly understood and seem to vary among species. In *Xenopus*, OLFML3 (ONT1) is indispensable in bone morphogenic protein (BMP) signaling for axial development. *Xenopus* ONT1 acts as a scaffold to bind chordin and BMP1/Tolloid-class proteinase (B1TP) through OLF and CC domains respectively 5. The function of OLFML3 in embryonic development was also reported in pigs 11. In mouse, however, OLFML3 (ONT3) knockout in CD-1 background led to normal and fertile offsprings 3, suggesting a dispensable role of OLFML3. Additionally, human and rat OLFML3 have distinct expression patterns with the former being widely expressed and the latter specifically expressed in brain and ovary 6.

Recent studies have highlighted the functions of OLFML3 in human diseases. OLFML3 was identified as a signature gene in microglia 12-14 and subsequent studies revealed a tumorigenic function of OLFML3 in glioblastoma 7, 8, 14, 15. OLFML3 was also found to be involved in pericyte proliferation and function as pro-angiogenic molecule in tumor microenvironment 16, 17. Blockade of OLFML3 could inhibit tumor growth and angiogenesis in colorectal cancer and cholangiocarcinoma 18, 19. In addition, mutations in OLFML3 appear to be associated with eye diseases such as glaucoma 20, 21.

In our previous study, OLFML3 was identified as a suppressor protein to type I interferon (IFN) signaling during human rhinovirus (RV) infection 10. This prompted us to investigate a broader immunomodulatory function of OLFML3 in cellular response to pathogens or pathogen-associated molecular patterns (PAMPs). In the present study, we sought to explore the *in vivo* and *in vitro* function of OLFML3 during lipopolysaccharide (LPS) stimulation or bacterial infection. In-depth analyses uncovered a modulatory role of OLFML3 in macrophage phagocytosis and migration and in LPS-induced mitochondrial dysfunction. The modulatory activity of OLFML3 was achieved via interactions with immunoresponsive gene 1 (IRG1), an aconitate decarboxylase responsible for itaconate production. The interaction patterns between OLFML3 and IRG1 were examined in details.

## Materials and methods

### Mouse experiments

C57BL/6 *Olfml3^-/-^* mice were generated using CRISPR-Cas9 and provided by Gempharmatech Co (Nanjing, China). The mice were housed in environmentally controlled cages with a 12-h light-dark cycle and were provided with unrestricted access to food and water. Experimental male mice were selected between 8 to 10 weeks of age. BMDMs were isolated from 8-week-old male mice. For survival experiment, mice were intraperitoneally injected with 10 mg/kg LPS to induce sepsis (*n* = 11 per group). ALI was initiated by intranasal instillation of LPS (10 mg/kg) or PAO1 (2×10^6^ colony-forming units, CFU) (*n* = 5 or 6 per group).

For alveolar macrophage depletion experiment, 8-week C57BL/6 male mice were intranasally instilled with 50 μL clodronate liposomes (CLL, Cat# 40337ES08, Yeasen, Shanghai, China) twice. At 48 h after CLL treatment, 10 mg/kg LPS was intranasally administrated. Lung samples were harvested at 36 h post LPS treatment.

All animal procedures were performed in accordance with the ethical standards and approved by the Ethics Committee for Animal Experimentation at ShanghaiTech University (20230821001).

### Cell culture

RAW264.7 cells (Cat# CL-0190, Procell, Wuhan, China), HeLa cells (Cat# CRL-1958, American Type Culture Collection, ATCC), and HEK293T cells (Cat# SCSP-5209, Cell Bank of Shanghai Institutes for Biological Science, SIBS, Shanghai, China) were maintained in DMEM (Cat# D0819, Sigma-Aldrich, St. Louis, MO, USA) supplemented with 10% fetal bovine serum (FBS; Cat# 10091148, Gibco, Gaithersburg, MD, USA). L292 cells (Cat# CCL-1, ATCC) were cultured in IMDM (Cat# 12440053, Gibco) with 10% FBS. BMDMs were obtained from the tibia and fibula of 8-week-old male mice and cultured in IMDM supplemented with 10% FBS, 20% L929 cell supernatant, and 1% penicillin/streptomycin (Cat# 15140122, Gibco) for a period of 6 days.

### Generation of CRISPR-Cas9 knockout cells

Lentiviruses containing sgRNAs targeting *Olfml3* or *Aifm1* were produced in HEK293T cells and subsequently transduced into RAW264.7 cells. Following a 2-day incubation, single-cell clones were isolated using the MoFlo Astrios EQ Cell Sorter (Beckman Coulter, Brea, CA, USA). These clones were cultured for 7-10 days, and genomic DNA from each clone was extracted using the Quick Extraction kit (Cat# QE09050, Lucigen, Middleton, WI, USA). Sanger sequencing was then performed to identify and characterize mutations present at each allele. 

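Guide RNA sequences for *Olfml3* were matched exactly to the GENCODE M21 transcripts and placed on the GRCm38 genome through their annotation. Sequence outside transcripts and near matches were not searched. *Olfml3* lies there on chromosome 3 from 103722222 to 103738001 on the minus strand. Transcript ENSMUST00000029440.9 has 3 exons and a coding sequence of 1218 bases. Exon 1 runs from 103737822 to 103738001, exon 2 from 103736952 to 103737237 and exon 3, which holds both guide sites, from 103731665 to 103736663. Guide Olfml3-1, ATGTCCCAGAGAGAACGCAG, matches the minus strand from 103736100 to 103736119, next to the PAM AGG. Cas9 cutting 3 bases from the PAM would break the gene between 103736102 and 103736103, after base 961 of the coding sequence, in codon 321. In the sense of the transcript, the sequence around it is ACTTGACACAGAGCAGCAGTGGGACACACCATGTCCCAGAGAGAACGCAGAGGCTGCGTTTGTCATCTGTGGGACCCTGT. Guide Olfml3-2, GCTGCCCCGTGCCTACCCAG, matches the plus strand from 103736427 to 103736446, next to the PAM GGG. It would cut between 103736443 and 103736444, after base 620 of the coding sequence, in codon 207, and the transcript reads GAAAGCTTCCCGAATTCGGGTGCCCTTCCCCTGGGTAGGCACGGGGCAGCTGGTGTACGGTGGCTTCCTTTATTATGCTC around it. All 20 bases of each guide lie in coding sequence. Each guide matches 2 annotated transcripts, both of *Olfml3*. The second, ENSMUST00000154145.1, is noncoding and has the sites in exon 2 of 2. Small insertions or deletions at either cut would shift the reading frame where their length is not a multiple of 3, and would remove no exon, so reads could still be counted on the gene. Which guide gave the sequenced RAW264.7 clone, and which alleles it carries, is not stated in the paper's text.

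**Figure D1:**
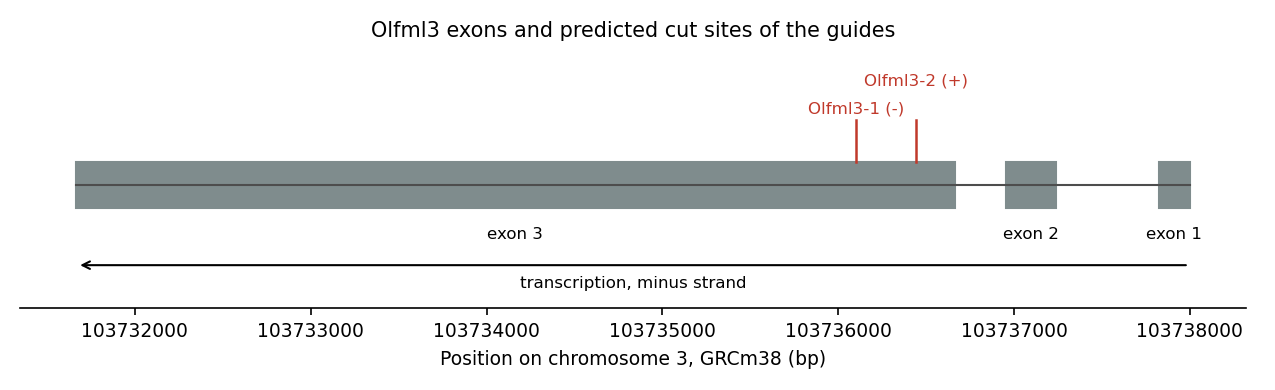
Exons of *Olfml3* transcript ENSMUST00000029440.9 on GRCm38 chromosome 3, drawn to scale, with the positions of guides Olfml3-1 and Olfml3-2. Both guides lie in exon 3, in coding sequence, which is not drawn apart from untranslated sequence.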

The sgRNA sequences can be found in Supplementary Data 3.

### Bacterial culture

The laboratory strain of *Pseudomonas aeruginosa* used in this study was PAO1 (Cat# ATCC-BAA-47; strain HER-1018). PAO1 was initially cultured on Luria Bertani (LB) agar plates (Cat# A507003, Sangon Biotech, Shanghai, China) and subsequently grown in 4 mL of LB broth for 12-16 h at 37 °C with agitation at 220 rpm. Then 0.1 mL of the PAO1 culture was diluted into 4 mL of fresh LB medium and incubated for 2.5 h until the optical density at 600 nm reached 0.5, corresponding to a concentration of 2 × 10^8^ colony-forming units per milliliter. Prior to *in vivo* nasal instillation, PAO1 was subjected to three washes with clean phosphate-buffered saline (PBS; Cat# MA0015-2, Meilunbio, Dalian, China) and then diluted in sterile PBS.

### Reverse transcription quantitative PCR (RT-qPCR)

The mRNA levels of OLFML3 and cytokines in RAW264.7 and BMDMs were analyzed by RT-qPCR assay. Total RNA was isolated from cells using Trizol (Cat# 15596018, Invitrogen, Camarillo, CA, USA) and then mRNA reverse transcribed into cDNA using PrimeScript™ RT reagent Kit with gDNA Eraser (Cat# RR047A, Takara, Dalian, China) following the instructions. RT-qPCR reaction in 3 μL contained 1×SYBR Green Mix (Cat# A25742, Applied Biosystems, Carlsbad, CA, USA), 2.5 μM of forward and reverse primers, 2 μL cDNA and nuclease-free water. RT-qPCR reaction was carried out in QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems) using cycling conditions as previously described 10. Real-time fluorescence signals were monitored during each cycle, and quantitative data were collected and analyzed using QuantStudio software. The expression of each gene was normalized to reference genes as indicated.

### Western blotting

Whole-cell lysates were extracted from RAW264.7 or BMDMs using RIPA lysis buffer (Pierce) supplemented with protease inhibitors and a phosphatase inhibitor (Cat# P002, NCM Biotech, Suzhou, China). For detection of supernatant proteins, Minute High-Efficiency Protein Precipitation Kit (Cat# WA-006, Invert Biotechnologies, Plymouth, MN, USA) was employed to enrich the supernatant proteins using the traditional trichloroacetic acid (TCA) precipitation method. Cytoplasmic and nuclear proteins were separated using a nuclear protein extraction kit (Cat# R0050, Solarbio, Beijing, China) following supplier's instructions. The protein concentration in cell lysate were quantified using the BCA kit (Cat# P0010, Beyotime, Shanghai, China). Signals were detected using an ECL kit (Cat# MA0186, Meilunbio). The primary antibodies and dilution concentrations used in the western blotting experiments were as below: OLFML3 (1:250, Cat# MAB7324, R&D, Minneapolis, MN, USA), IRG1 (1:1000, Cat# ab222411, Abcam, Cambridge, MA, USA), Flag tag (1:1000, Cat# 14793S, Cat# 8146S, CST), HA-tag (1:1000, Cat# 3724S, CST), caspase-3 (1:1000, Cat# 9662S, CST), Tom20 (1:1000, Cat# ab186735, Abcam), COX IV(1:1000, Cat# ab202554, Abcam), β-tubulin (1:5000, Cat# 30302ES20, Yeasen), Lamin A/C (1;1000, Cat# 2032S, CST), Strep tag II (1:2000, Cat# A02230, Abbkine, Wuhan, China), AIFM1 (1:1000, Cat# 5318S, CST) and β-ACTIN (1:5000, Cat# 66009-1, Proteintech, Wuhan, China).

### Enzyme-linked immunosorbent assay (ELISA)

ELISA was used to quantify the level of MCP-1 in the cell supernatant and IL-1β, IL-6, TNF-α levels in bronchoalveolar lavage fluid (BALF) and serum following the manufacturer's guidelines (DAKEWE, Shenzhen, China). The absorbance was measured using an ELISA reader (CANY, Shanghai, China) at 450 nm, using 610 nm as a reference wavelength.

### RNA-seq

The wild-type and *Olfml3* knockout RAW264.7 cells and BMDMs were stimulated with 100 ng/mL LPS for 4 h. The RNA was prepared using Trizol. Then Samples were processed and sequenced by GENEWIZ company (Suzhou, China). Briefly, poly(A) mRNA was isolated using oligo (dT) beads and fragmentated using divalent cations and elevated temperatures. Random primers were employed for priming, enabling the synthesis of cDNA. Double-stranded cDNA was purified and then subjected to a comprehensive treatment, involving end repair and dA-tailing in a single reaction, followed by T-A ligation to attach adaptors to both ends. Size selection was performed on the adaptor-ligated DNA using DNA Clean Beads. PCR amplification was conducted using P5 and P7 primers and then validated for product quality. Libraries with distinct indices were multiplexed and loaded onto an Illumina HiSeq, Illumina Novaseq, or MGI2000 for sequencing. The sequencing was performed in a 2×150 paired-end (PE) configuration, following the manufacturer's guidelines.

Differentially expressed genes (DEGs) between knockout and wild type were identified using the limma R package (version 3.6.0) 22. Genes were considered significantly differentially expressed if they met the criteria of adjusted *p* value less than 0.05 and absolute fold change value no less than 1.5. *P* values were adjusted using the Benjamini-Hochberg method 23.

The R package SupraHex (version 1.42.0) 24, 25 was employed for clustering all DEGs and analyzing of sample correlation. In brief, a supra-hexagonal map consisting of 91 hexagons was trained using the self-organizing learning algorithm. Each hexagon contained co-clustered genes displaying similar expression patterns in response to *Olfml3* knockout. Hexagons with similar fold change values were clustered in close proximity. These supra-hexagonal maps presented sample-specific gene expression profiles. The raw data for generating the maps can be found in Supplementary Data 1.

Gene-centric analysis was performed using the R package XGR (version 1.1.9) 26, with a specific focus on GO Biological Process (GOBP) terms. This analysis involved a total of 28,555 genes that were annotated to GOBP terms. Enrichment p-values were computed using a one-sided Fisher's exact test and subsequently adjusted utilizing the Benjamini-Hochberg 23 method to account for multiple testing. During the analysis, the size of gene sets annotated by GOBP terms was set with a minimum of 5 and a maximum of 1,500. A filter for GOBP terms with an adjusted *p* value threshold of less than 0.05 was set. These criteria ensured that only terms with a minimum of 5 overlapping members from the input data were included.

The raw data can be found in the Supplementary Source Data file.

### Co-immunoprecipitation assay

Cells were lysed using ice-cold IP lysis buffer (Cat# A36797, Invitrogen) supplemented with a protease inhibitor cocktail (NCM), and the lysates were left to incubate at 4 °C overnight. The cell lysate was then clarified by centrifugation at 15,000 g at 4 °C for 15 min. The pre-cleared cell lysate was then directly incubated with pre-equilibrated Flag magnetic agarose or Strep tag II magnetic beads at 4 °C for 30 min. The proteins bound to the agarose or beads were eluted using SDS gel loading buffer and analyzed by SDS-PAGE. For endogenous Co-IP assay, cell lysate was incubated with IgG or IRG1 antibody at 4 °C for 30 min.

### Unbiased proteomics analysis

Unbiased proteomics analysis was performed at the High Throughput Screening Platform at Shanghai Institute for Advanced Immunochemical Studies at ShanghaiTech University. OFLML3-interacting proteins was isolated following a previously established protocol 27. Briefly, RAW264.7 cells were transfected with a plasmid encoding OLFML3-Myc/Flag or OLFML3-Myc/Flag/Strep. After stimulation with LPS (Cat# L2630, Sigma-Aldrich) for 12 h, the cells were collected and lysed using ice-cold IP lysis buffer (Pierce). The interaction partners of OLFML3 were extracted from the soluble fraction of the cell lysates using either Flag magnetic agarose (Cat# A36797, Pierce) or Strep magnetic beads (Cat# 2-4090, IBA Lifesciences, Göttingen, Germany) through immunoprecipitation. The resultant purified protein complexes were separated via SDS-PAGE and subjected to analysis using liquid chromatography (LC)-mass spectrometry (MS).

For analysis of the results, protein sequences were searched in the protein database. Baseline signals or hits in the control cell group without OLFML3 overexpression were subtracted from the test group. The raw data can be found in the Supplementary Source Data file.

### Measurement of macrophage itaconate and succinate

After LPS stimulation for 6 h, cells were harvested and processed by Metware Biotechnology (Wuhan, China) and OE Biotechnology (Shanghai, China). The reagents and solvents used for this experiment were either analytical or HPLC grade. Water, methanol, acetonitrile, pyridine, n-hexane, and methoxylamine hydrochloride (97%) were procured from Thermo Fisher Scientific (Waltham, MA, USA). Chloroform was purchased from Titan Technology Co, Ltd. (Shanghai, China). For sample preparation, 500 μL of pre-chilled methanol-water (4:1, V/V) solution was added to cell pellets and transferred to a 1.5 mL tube. Chloroform was then added to each tube, and the samples were dispersed by pipetting and then ultrasonic homogenization at 500 W for 20 min on ice. The raw mixture was then centrifuged at 13,000 rpm at 4 °C for 10 min. The supernatant was transferred to a glass vial and dried using a freeze concentration centrifugal dryer.

The dried materials were dissolved in a solution of 15 mg/mL methoxylamine hydrochloride in pyridine. The solution was vigorously vortexed for 2 min and incubated at 37 °C for 90 min. N,O-Bis (trimethylsilyl) trifluoroacetamide (BSTFA) (with 1% chlorotrimethylsilane (TMCS)) and n-hexane were then added, and the mixture was vigorously vortexed for 2 min and then kept at 70 °C for 60 min. Prior to GC-MS analysis, the samples were allowed to equilibrate at room temperature for 30 min. Equilibrated samples were analyzed using a Trace1310 gas chromatography coupled to a TSQ9000 MS with an electron impact (EI) source (Thermo Fisher). A DB-5MS fused-silica capillary column (30 m × 0.25 mm × 0.25 μm, Agilent J & W Scientific, Folsom, CA, USA) was employed for separation of the derivatives. Helium (>99.999%) was used as the carrier gas at a constant flow rate of 1.2 mL/min through the column. The injector temperature was maintained at 280 °C, and the injection volume was 1 μL in splitless mode. The initial oven temperature was set to 50 °C and held for 0.5 min, followed by a ramp to 125 °C at a rate of 15 °C/min, holding for 2 min, then ramping to 210 °C at a rate of 4 °C/min and holding for 3 min. Finally, the temperature was held at 305 °C for 3 min. The temperatures of the MS quadrupole and ion source (electron impact) were set to 280 °C and 300 °C, respectively. MS data was acquired in full-scan mode (m/z 40-600), with a solvent delay time set to 4 min. Quality control samples (QCs) were injected at regular intervals during the analytical run to assess repeatability.

### Phagocytosis assay

Cayman's Phagocytosis Assay Kit (IgG FITC, Cat# 500290, Cayman, Ann Arbor, MI, USA) was used to measure the phagocytic process of macrophages *in vitro*, where latex beads coated with FITC-labeled rabbit IgG was the phagocytosis probe. Cells were seeded at a density of 2×10^5^/mL culture. At 24 h after seeding, the latex beads-rabbit IgG-FITC complex was diluted at a ratio of 1:200 with pre-warmed DMEM and then used to treat the attached cells. After incubation for 2 h, DMEM was removed and Trypan Blue solution was added to 1× dilution to remove the surface-bound beads. Then cells were gently cleaned with washing solution twice. For fluorescence microscopy, cells were incubated at 37 °C for 10 min with Hoechst 33342. For flow cytometry, cells were cleaned twice and then re-suspended with washing solution immediately for flow cytometry analysis.

### Transwell assay

Cells were resuspended with serum-free medium and cell density was adjusted to 2×10^5^/well to ensure a moderate number of migrating cells, and 200 μL cell suspension was inoculated on the upper layer of the Transwell plate with 700 μL medium containing 10% FBS (with or without 1 μg/mL LPS) on the lower layer. After culture at 37 °C for 24 h, the medium below Transwell plate was discarded, gently washed once with PBS, and the cells were fixed with 4% paraformaldehyde at room temperature for 30 min. Then, the Transwell chamber was removed by fixed staining with crystal violet solution for 5-10 min. The remaining crystal violet solution and adherent cells in the upper layer of the chamber were gently removed with a cotton swab, and the chamber components were dried at 37 °C for 12-24 h. After drying, the migrating cells in the lower layer of the Transwell chamber were observed and counted under the microscope and photographed for counting and statistical analysis.

### ATP measurement

RAW264.7 cells were treated with 100 ng/mL LPS and cells were harvested at 6, 12 or 24 h after stimulation. Collected cells were lysed on ice and the ATP content was determined using an enhanced ATP assay kit (Cat# S0027, Beyotime) following the manufacturer's protocol. Luminescence signals (counts per second, CPS) were measured with the Envision multi-mode plate reader (PerkinElmer, Waltham, MA, USA).

### Immunofluorescence and confocal microscopy

Cells were seeded on to glass-bottom dishes (Nunc, Roskilde, Denmark). For mitochondrial staining, cells were pretreated with Mitotracker (Cat# M22426, Invitrogen) for 30 min prior to fixation. For fixation, cells were treated with 4% paraformaldehyde at room temperature for 15 min. To mitigate non-specific binding, cells were incubated in an immunofluorescence blocking buffer (CST) for 1 h at room temperature. The cells were then incubated with primary antibodies against Flag (1:1000, CST) and HA (1:1000, CST) at 4 °C overnight. Following three PBS washes, cells were subjected to a 1 h incubation at room temperature with the corresponding secondary antibodies (1:1000, Thermo Fisher), and nuclear staining was achieved using Hoechst 33342 (Cat# H3570, Invitrogen). Cells were imaged using a confocal microscope (LSM710, Zeiss, Oberkochen, Germany). For staining of endogenous IRG1 (1:100, Abcam), cells were fixed and permeabilized with ice-cold 100% methanol for 15 min at -20 °C. The colocalization of IRG1 and mitochondria was determined as correlation coefficient by the Coloc2 plugin in ImageJ. Mitochondrial membrane potential (MMP) was determined using MMP assay kit (Cat# C2006, Beyotime) with 5,5′,6,6′-Tetrachloro-1,1′,3,3′-tetraethyl-imidacarbocyanine (JC-1) following supplier's instructions.

To measure the co-localization of OLFML3 and IRG1, we engineered HeLa cells to stably express OLFML3-OFP and IRG1-GFP in the absence or presence of 1 μg/mL LPS. We conducted time-lapse live-cell imaging under controlled conditions at 37 °C, maintaining both humidity and CO_2_ levels in a specially designed microscopy chamber. This chamber was attached to ZEISS LSM980 confocal microscope, outfitted with a 63X oil DIC objective. For acquiring 3-D images, we utilized ZEISS ultra-high resolution microscope Elyra 7 with Lattice SIM² system.

### Flow cytometry

BMDMs purity was assessed by flow cytometry analysis using F4/80 and CD11b antibodies (Cat# 123116, Cat# 101206, Biolegend, San Diego, CA, USA). Cells were rinsed once with ice-cold PBS, suspended in a chilled staining buffer and then incubated with the specified antibodies for 20 min, followed by two washes with ice-cold PBS. Total reactive oxygen species (ROS) and mitochondrial ROS within the macrophages were quantified by exposing cells to DCFH-DA and MitoSOX fluorescent probes respectively (Cat# 50101ES01, Cat# 40778ES50, Yeasen). The fluorescence was analyzed by flow cytometry. In each experimental condition, 10,000 cells were analysed, and all experiments were executed using a CytoFLEX flow cytometer (Beckman Coulter). For single-cell sorting, experiments were conducted utilizing the MoFlo Astrios EQ Cell Sorter from Beckman Coulter.

### Native PAGE and 2D PAGE

Native gel electrophoresis was conducted in accordance with a previously established protocol 28, with slight modifications. Cells were first lysed using ice-cold native lysis buffer (Cat# BN2008, Invitrogen) and the lysates were clarified through centrifugation at 20,000 g for 30 min at 4 °C. Following the addition of 0.25% Coomassie G250 (Cat# BN2004, Invitrogen), protein separation was carried out using a 4%-16% gradient native polyacrylamide gel electrophoresis (PAGE), and the separated proteins were subsequently subjected to western blot analysis. In the case of 2D analysis, protein separation in the first dimension was accomplished using Native PAGE (Cat# BN1002BOX, Invitrogen), and the proteins from a single lane of the gel were analyzed in the second dimension through SDS-PAGE (Cat# NP0326BOX, Invitrogen), as described previously.

### Mitochondrial fractionation

Mitochondrial fractionation and proteolysis experiments were conducted following the manufacturer's instructions for the kit (Cat# 89874, Invitrogen). Briefly, 2 × 10^7^ cells were collected in a 2.0 mL microcentrifuge tube by centrifugation at 850 g for 2 min. The supernatant was removed and the cell pellet was resuspended using 800 μL of Mitochondria Isolation Reagent A. The resuspended cells were incubated on ice precisely for 2 min and then transferred to a Dounce Tissue Grinder (Cat# D8938, Sigma-Aldrich). Cells were homogenized on ice with sufficient strokes and then 800 μL of Mitochondria Isolation Reagent C was added. This mixture was centrifuged at 700 g for 10 min at 4 °C, and the supernatant was transferred to a new 2.0 mL tube and centrifuged at 12,000 g for 15 min at 4 °C. The resulting supernatant was regarded as cytosol fraction and then transferred to a new tube. The cell pellet containing isolated mitochondria was resuspended in 500 μL of Mitochondria Isolation Reagent C, followed by centrifugation at 12,000 g for 5 min. Then the supernatant was discarded and the mitochondrial pellet was kept on ice for downstream processing.

For the proteinase K resistance assay, the isolated mitochondrial pellet was washed once with Mitochondria Isolation Reagent A. Then the pellet was resuspended in mitochondrial storage solution (Cat# C3601-3, Beyotime) and treated with proteinase K (100 ng/mL), in the absence or presence of 1% Triton X-100. The proteolytic reaction was conducted on ice for 20 min, and the reaction products were then analyzed by SDS-PAGE using specified antibodies.

### High-performance liquid chromatography (HPLC) experiments

RAW264.7 cells were treated with 100 ng/mL LPS and cells were harvested at 6 h after stimulation. Collected cells were lysed by sonication in PBS supplemented with protease inhibitors and a phosphatase inhibitor (Cat# P002, NCM Biotech, Suzhou, China) on ice and then centrifuged at 12,000 rpm (13,523 × g) at 4 °C for 10 min to remove cell debris. The collected supernatants were resolved by HPLC on an Agilent 1260 column (5 μm, 250×4.6 mm). The mobile phases consisted of PBS at a flow rate of 0.35 ml/min. The column temperature was set at 25 °C. Absorption at 280 nm were recorded throughout the run. The efflux from 4.607 min to 7.007 min were collected and analyzed by western blotting. Bovine serum albumin (BSA) of 66 kD and a CRISPR cascade (CRISPR-associated complex for antiviral defense) of 405 kD 29 were used as molecular weight markers.

### Statistical analysis

Graphs were generated with GraphPad Prism v.8.2.1. Data represented mean ± SD or SEM as indicated in each figure legend. Statistical analysis was performed using unpaired two-tailed Student's t test (for comparing two groups) or two-way analysis of variance (ANOVA) followed by Tukey's multiple comparisons test (for comparing multiple groups) by GraphPad Prism. The Gehan-Breslow-Wilcoxon test was used for the analysis of survival data. The *p* values were plotted in the figure and those less than 0.05 were denoted statistically significant.

## Results

### OLFML3 suppresses lung inflammation and injury in mice

We first investigated the *in vivo* functions of OLFML3 in LPS- or *Pseudomonas aeruginosa* (PAO1, ATCC-BAA-47; strain HER-1018)-induced acute lung injury (ALI) model in mice using a global *Olfml3* knockout mouse line derived from C57BL/6 background. It was found that *Olfml3* knockout significantly reduced the survival of mice during LPS-induced sepsis (Figure 1A). In addition, analysis of the lung wet/dry (W/D) ratios showed that *Olfml3* knockout exacerbated pulmonary edema in mice (Figure 1B). Under LPS or PAO1 challenge, *Olfml3^-/-^* mice displayed significantly elevated inflammatory cell infiltration surrounding airway lumens and vessels (Figure 1C) and increased total cell counts and total protein levels in bronchoalveolar lavage fluid (BALF) compared to wild-type (*Olfml3^+/+^*) mice (Figure 1D, 1E). Consistently, several pro-inflammatory cytokines were also found to be elevated in the BALF and sera of *Olfml3^-/-^* mice (Supplemental Figure 1A, 1B). These results suggested that OLFML3 played a regulatory function in LPS- and PAO1-induced ALI murine model.

Next we sought to explore the cell types that were involved in OLMLF3-mediated inhibition of inflammation in mice. It has been reported that olfactomedin 4 (OLFM4), which possesses an OLF domain with considerable similarity to that of OLFML3 6, 30 (Supplemental Figure 1C), plays critical roles in innate immunity, inflammation, and infection 31, 32. Particularly, recent study revealed a connection between OLFM4 and macrophages in ulcerative colitis 33. To examine whether macrophages were related to the *in vivo* function of OLFML3, we performed clodronate liposomes (CLL) macrophage depletion experiments 34. CLL was intranasally instilled into wild-type and *Olfml3^-/-^* mice to deplete alveolar macrophages. At 48 h after CLL treatment, LPS was intranasally administrated to establish the sepsis model. Our results showed that the effect of OLFML3 on inflammatory cell infiltration (Figure 1F) was largely abolished in the macrophage-depleted mice. Consistent results were observed with total cells and total proteins in the BALF (Figure 1G, 1H). These results indicated that OLFML3 exerted *in vivo* modulatory function via affecting macrophage functions.

### OLFML3 promotes macrophage phagocytosis and migration

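Expression was measured in 24 RNA-seq libraries. There were 12 libraries of RAW264.7 cells, a mouse macrophage-like line established from a male animal, and 12 of bone marrow-derived macrophages (BMDMs), which are grown from the marrow of male mice. Each cell type had 4 groups of 3 libraries, wild type and *Olfml3* knockout, each treated with PBS or with lipopolysaccharide (LPS), a component of the outer membrane of Gram-negative bacteria. LPS was given at 100 ng/mL for 4 h. Poly(A) RNA was sequenced as paired reads of 150 bases. The genotype tag in the sample labels contradicts the title and the library name for 12 of the 24 libraries, in which knockout libraries with PBS are tagged wild type and wild-type libraries with LPS are tagged knockout. The titles and library names were used, because by the tags no PBS library would be a knockout and no LPS library wild type.

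The authors deposited 1 table per cell type with the number of reads counted on each of 56691 genes and the FPKM (fragments per kilobase of transcript, scaled to library size) made from it. The aligner, the counting program and the genome build are not given in the sources used here. Counts of the RAW264.7 libraries summed to 13145037 to 16142555 for wild type with PBS (median 13353995), 14312570 to 16478616 for those labelled knockout with PBS (median 16026982), 12801180 to 14712413 for wild type with LPS (median 14426618) and 11638273 to 13176774 for those labelled knockout with LPS (median 12248263). For BMDMs the sums were 21881039 to 22256133 for wild type with PBS (median 21947208), 17746364 to 22873094 for knockout with PBS (median 21329238), 21995070 to 22467927 for wild type with LPS (median 22368215) and 17121240 to 22815104 for knockout with LPS (median 21679239). Between 17792 and 20358 genes had at least 1 count in a RAW264.7 library, and between 18254 and 20218 in a BMDM library.

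Knockout and wild type were compared with limma on log2(FPKM + 0.1), in one fit per cell type over its 12 libraries, for every gene with an FPKM above 0 in at least 1 of them. Because of the added 0.1, log2 fold changes on this scale understate the change of genes with low FPKM. Genes counted as differentially expressed (DEGs) had a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5 in either direction. All tests of single genes were two-sided.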

In order to understand how OLFML3 affected the functions of macrophages during response to PAMPs, we performed RNA-Seq analysis on *Olfml3* knockout RAW264.7 cells and BMDMs in the absence and presence of LPS. 

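The correlation of log2 expression between 2 libraries of the same group was 0.975 on average in RAW264.7 (lowest 0.963, highest 0.981) and 0.940 between libraries of different groups. In BMDMs it was 0.984 within groups (0.982 to 0.985) and 0.935 between groups. The difference of the means was 0.0351 in RAW264.7 and 0.0482 in BMDMs. In each cell type no other of the 15400 ways to split 12 libraries into 4 groups of 3 gave a difference as large (one-sided exact permutation test, p = 6.49e-05, the smallest these splits can give). These correlations are across genes, which are not independent replicates. The difference moved most when correlations were computed over DEGs alone, which were selected for differing between these groups, to 0.123 in RAW264.7 (5361 genes) and 0.266 in BMDMs (1598 genes).

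In 23 of the 24 libraries the mean correlation with the other 2 libraries of the group exceeded that with the 3 libraries of the other genotype under the same treatment. The exception was replicate 1 of the RAW264.7 libraries labelled knockout with PBS, which correlated at 0.964 with its own group and at 0.973 with the wild-type PBS libraries, a difference of -0.00952. Its counts differed from those of replicates 2 and 3 by a chi-square of 88.9 and 90.0 per degree of freedom over 12972 and 12783 genes, while replicates 2 and 3 differed by 2.33. Replicates of the other 3 RAW264.7 groups differed by 1.87 to 2.83. In BMDMs the range was 1.80 to 2.82 in 3 groups and 5.14 to 11.4 in wild type with LPS. All replicate pairs thus differed by more than counting noise, and each library was counted as 1 replicate. The paper describes its knockout RAW264.7 cells as isolated single clones, and the labels give no second clone. The p values for RAW264.7 thus measure spread between libraries, which need not be spread between knockout clones. For BMDMs the labels give no animal, so spread between animals may not be measured. BMDM genotypes lay closer together than RAW264.7 genotypes. Their wild-type and knockout libraries correlated at 0.981 on average with PBS and with LPS, against 0.959 with PBS and 0.952 with LPS in RAW264.7.

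**Figure D2:**
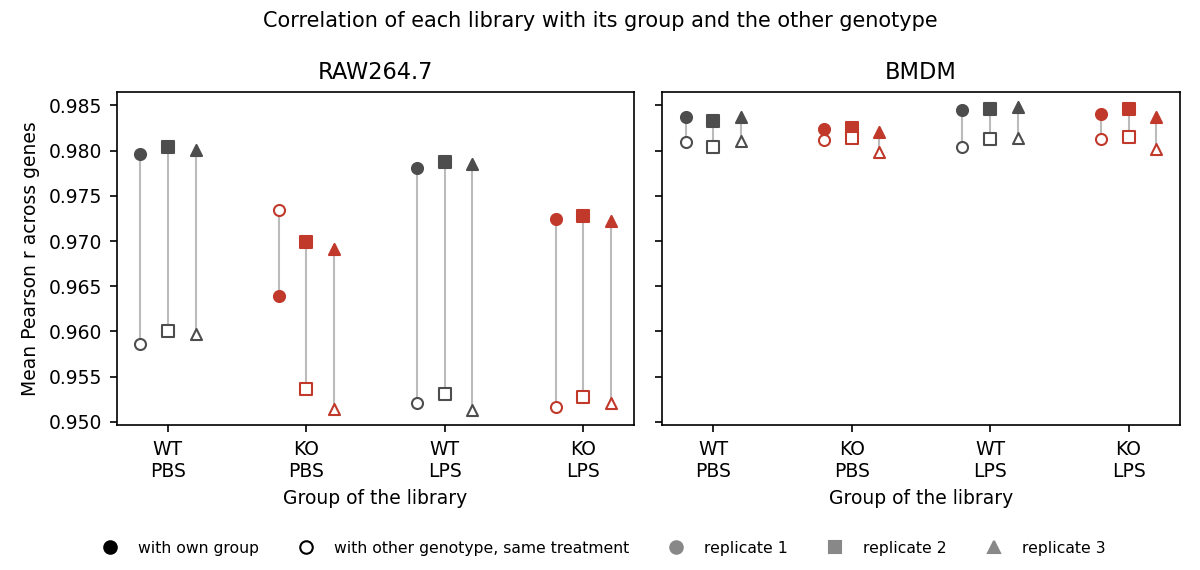
Mean Pearson correlation of log2(FPKM + 0.1) of each library with the other libraries of its own group and with the libraries of the other genotype under the same treatment, by cell type and group. Replicate 1 of the RAW264.7 libraries labelled knockout with PBS is the library with the higher value for the other genotype (0.973 against 0.964).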

The biological replicates exhibited consistent gene clustering and sample correlation patterns within the same groups, as displayed by a self-organizing learning algorithm 24, 25 (Supplemental Figure 2A). 

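*Olfml3* itself was read first, because it checks the labels. It lies on chromosome 3 from 103629538 to 103645317 on the minus strand by the deposited tables, whose genome build is not stated. Knockout BMDMs had 0.0167 ± 0.0115 FPKM (SD, n = 3 libraries) with PBS and 0.00333 ± 0.00577 (n = 3) with LPS, from 6 counts and 1 count. Wild-type BMDMs had 0.597 ± 0.0611 and 0.247 ± 0.00577 FPKM (n = 3 each), from 243 and 102 counts. The log2 fold change was -2.58 with PBS (standard error 0.09, adjusted p = 2.33e-07 from limma with Benjamini-Hochberg adjustment) and -1.75 with LPS (standard error 0.09, adjusted p = 6.35e-06), lower in 3 of 3 libraries each time. In RAW264.7 the gene went against the label. Libraries labelled knockout had 0.950 ± 0.275 FPKM with PBS (271 counts) and 18.7 ± 0.311 with LPS (4264 counts), and wild-type libraries 0.163 ± 0.0231 (43 counts) and 0.183 ± 0.0924 (48 counts, n = 3 each). The log2 fold change was 1.96 with PBS (standard error 0.24, adjusted p = 0.000710, limma) and 6.10 with LPS (standard error 0.24, adjusted p = 4.51e-07), and all 3 libraries labelled knockout lay above all wild-type libraries. RNA of the edited gene can still be counted where a guide RNA disrupts the coding sequence without removing exons, so its level alone does not tell whether the protein is lost. RAW264.7 directions below therefore refer to the libraries as labelled.

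In RAW264.7 2287 genes were DEGs with PBS (1280 higher and 1007 lower in libraries labelled knockout) and 4636 with LPS (2603 higher, 2033 lower). In BMDMs 490 genes were DEGs with PBS (243 higher, 247 lower) and 1285 with LPS (872 higher, 413 lower). The RAW264.7 count with PBS rested most on replicate 1 of the libraries labelled knockout and rose to 5524 without it. Leaving out wild-type replicate 1, 2 or 3 gave 1364, 1426 and 1384, and leaving out replicate 2 or 3 of those labelled knockout gave 1295 and 1289. The BMDM count with LPS moved most when the fold change threshold was dropped, to 4804. Library scaling set the direction of the BMDM change with LPS. The median log2 fold change of genes at an FPKM of 1 or more was 0.14, and with median-ratio scaling of the libraries 46.8% of 1193 DEGs were higher in knockout, against 67.9% without it. Rescaling the FPKM of each library to the same sum (TPM) raised the share of higher genes in RAW264.7 from 56.0% to 68.9% of 2237 DEGs with PBS and from 56.1% to 75.0% of 4880 with LPS, and moved the median log2 fold change of all genes by 0.19 and 0.23. Quantile normalization lowered it to 42.7% of 2124 DEGs with PBS. The effect of the genotype differed between LPS and PBS for 521 genes in RAW264.7 and 789 in BMDMs (limma interaction, same thresholds). LPS itself changed 4899 genes in wild-type RAW264.7 (1552 higher, 3347 lower) and 10899 in wild-type BMDMs (2141 higher, 8758 lower). The excess of lower genes after LPS also followed the scaling, since with DESeq2 50.1% of 4342 genes in RAW264.7 and 49.2% of 8262 in BMDMs were higher, with the median of all genes moved by 0.23 and 0.76. Of the BMDM interaction genes 65.1% were higher, and 47.8% of 701 with median-ratio scaling.

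Among DEGs with a mean FPKM of at least 1 in either group and no overlap of the 3 libraries against 3, the largest falls in RAW264.7 libraries labelled knockout with PBS were in 3830403N18Rik (24.2 to 0.0433 FPKM), Eif2s3y (10.4 to 0), Psma8 (9.27 to 0), Timp1 (9.62 to 0.0500) and Chst1 (10.1 to 0.0767). The largest rises were in Hpgd (1.53 to 127 FPKM), Gm10964 (0 to 7.74), Gm26049 (0 to 3.18), Slc9a7 (0 to 2.77) and Trim55 (0.0367 to 3.22). Adjusted p values of these 10 genes ranged from 4.71e-11 for Eif2s3y to 0.0461 for Gm26049, which rested on 16 counts (limma). Eif2s3y is Y-linked, as are Ddx3y, Kdm5d and Uty, which were also at or near 0 in every RAW264.7 library labelled knockout, while all 4 genes were expressed in all 12 BMDM libraries. With LPS the largest rises were in Gm10964 (0 to 145 FPKM), Ighd4-1, *Olfml3*, 7SK and Mir194-1, of which Ighd4-1, 7SK and Mir194-1 rested on 22, 83 and 11 counts. The largest falls with LPS were in 3830403N18Rik (25.3 to 0.133), Eif2s3y, Ddx3y, Psma8 and Flt1 (4029 to 5 counts). Gm10964 lies next to *Olfml3* on chromosome 3 and overlaps Hipk1, which was named after its values were seen.

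In BMDMs with PBS the largest falls were in genes induced by interferon, Ccl5 (16.2 to 0.873 FPKM), Oasl2 (26.1 to 2.19), Oas3 (20.0 to 1.70), Ifi213 (2.14 to 0.103) and Irf7 (23.5 to 2.05), with log2 fold changes of -4.10 to -3.45 and adjusted p values of 3.87e-08 to 7.66e-07 (limma). The largest rises were in Mir1929, Mir7031, Phf6 (4.59 to 20.2 FPKM, log2 fold change 2.11, adjusted p = 2.57e-08), 3830403N18Rik and Trav14d-3-dv8, the first 2 from 10 and 5 counts. With LPS the largest falls were in Cxcl9 (250 to 19.8 FPKM, log2 fold change -3.65, adjusted p = 4.18e-05), Iigp1, Il18rap, Gm4841 and Irf8, and the largest rises in Gm23247, Gm24494, Csf3 (0.243 to 2.08 FPKM), Csf2 (0.280 to 2.31) and Gm17146. Of the genes that the paper measured by RT-qPCR or studied as proteins, Ccl2, which encodes MCP-1, fell from 116 ± 3.01 to 3.53 ± 0.433 FPKM (SD, n = 3 each) in RAW264.7 libraries labelled knockout with LPS (log2 fold change -5.01, adjusted p = 5.03e-06, limma) and rose from 725 ± 45.4 to 1209 ± 18.9 in knockout BMDMs with LPS (0.74, adjusted p = 7.49e-05). Acod1, which encodes IRG1, fell from 2.76 ± 0.775 to 0.750 ± 0.364 FPKM in RAW264.7 libraries labelled knockout with PBS (log2 fold change -1.79, adjusted p = 0.00277, limma). When only the 6 PBS libraries were fitted, its adjusted p was 0.0886, while it stayed a DEG under the other 17 settings tried, with log2 fold changes of -2.12 to -1.10 over all 18. It was not a DEG in the other 3 comparisons.

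Between the cell types 88 DEGs with PBS were shared, where 44.1 would be shared by chance (two-sided Fisher's exact test over 23422 genes tested in both, p = 3.53e-10), and 79.5% of them changed in the same direction (exact binomial test against 50%, two-sided, p = 2.08e-08). With LPS 341 were shared against 237 by chance (p = 1.41e-13, Fisher's exact test) and 59.5% changed in the same direction (exact binomial test, p = 0.000510), which fell to 55.0% (p = 0.0898) without replicate 1 of wild-type BMDMs with LPS (1.34e-32 to 0.0898 over the 16 settings tried). Without replicate 1 of the RAW264.7 libraries labelled knockout, 139 were shared with PBS. In all 4 comparisons 14 genes changed in the same direction, 3 higher and 11 lower. The 10 with the smallest largest adjusted p were Ifi27l2a, Lgals3bp, Ms4a6b, H2-T23, Cmpk2, Isg20, Zbp1 and Ifi44, which were lower, and Tmem176a and Anln, which were higher.

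**Figure D3:**
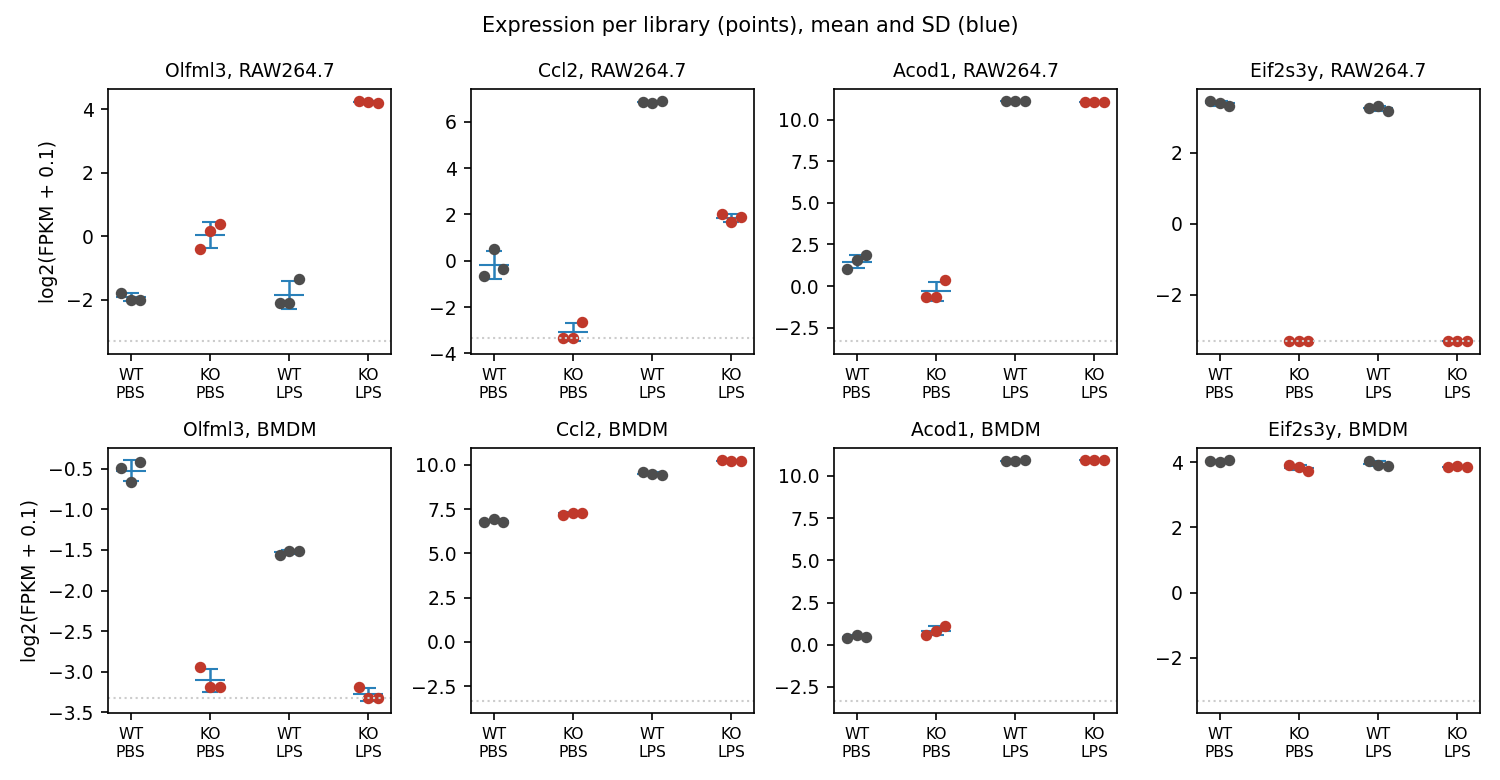
FPKM + 0.1 of *Olfml3*, Ccl2, Acod1 and Eif2s3y in each of the 24 libraries on a log scale, by cell type, genotype label and treatment, with the group means. *Olfml3* is at 0.950 and 18.7 FPKM in the RAW264.7 libraries labelled knockout and at 0.0167 and 0.00333 in knockout BMDMs.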

A number of differentially expressed genes (DEGs) were identified between wild-type and *Olfml3* knockout cells with and without LPS treatment (Supplemental Figure 2B, 2C). 

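The gene ontology (GO) annotation in the deposited tables gives 27471 of the 56691 genes a biological process term. Only direct annotations are listed, and no gene there is annotated directly to response to external stimulus. A set was therefore made for each process from the names of its terms. External stimulus joined the terms on responses to bacteria, viruses and LPS and on defense responses, and cell migration joined the terms on migration and chemotaxis. Each set was tested in the DEGs against all genes tested with a one-sided Fisher's exact test, adjusted by Benjamini-Hochberg with the single terms of 5 to 1500 genes and at least 5 DEGs.

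Of 973 external stimulus genes, 151 were DEGs in RAW264.7 with PBS (odds ratio 2.03, adjusted p = 1.86e-10) and 237 with LPS (1.56, adjusted p = 4.54e-06). Of 981 such genes in BMDMs, 95 were DEGs with PBS (6.95, adjusted p = 9.17e-40) and 91 with LPS (2.12, adjusted p = 6.83e-08). Against GO-annotated genes alone as background, the odds ratio of the RAW264.7 set with LPS was 1.07 (adjusted p = 0.314, against 9.47e-10 to 0.00299 under the other 10 settings tried), and in the other 3 comparisons the set stayed past the threshold under each setting tried. The enrichment lay in the genes with lower expression in knockout. There the odds ratios were 3.22 and 2.45 in RAW264.7 with PBS and LPS and 16.9 and 4.83 in BMDMs (adjusted p from 1.14e-64 to 5.69e-17), while among the higher genes they were 1.06, 0.83, 0.44 and 0.94 (adjusted p from 0.473 to 0.986). With a pseudocount of 1, the higher genes of BMDMs with LPS were enriched as well, at 2.46 (adjusted p = 0.00163, with values up to 1 under the other settings). The 5 genes of the set with the largest changes in BMDMs with PBS were Oasl2, Oas3, Irf7, Rtp4 and Ifi206, all lower in knockout, with log2 fold changes of -3.52 to -3.33. In RAW264.7 with PBS they were Hpgd and Amy1, which were higher, and Lyz1, Slpi and Ifitm3 (484 to 33.3 FPKM), which were lower.

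Of 1397 cell migration genes, 198 were DEGs in RAW264.7 with PBS (odds ratio 1.84, adjusted p = 1.86e-10) and 340 with LPS (1.58, adjusted p = 8.36e-09). In BMDMs 36 of 1427 were DEGs with PBS, where 25.9 would be by chance (adjusted p = 0.0419), and 120 with LPS (1.92, adjusted p = 6.83e-08). The BMDM value with PBS did not hold up. It was not past the threshold for genes with an FPKM of at least 1 in 3 libraries (1.23, adjusted p = 0.195), against GO-annotated genes (1.40, 0.0569), for the single term cell migration (6 of 237 genes, 1.41, 0.313), or when wild-type replicate 1, 2 or 3 or knockout replicate 1 was left out (1.41, 1.42, 1.34 and 1.23, adjusted p from 0.0519 to 0.198), and its adjusted p ranged from 1.41e-05 to 0.313 over 13 settings. In RAW264.7 the set was enriched among the lower genes with PBS (2.41, adjusted p = 1.82e-12) and LPS (1.85, adjusted p = 3.99e-10) and short of the threshold among the higher ones (1.31, adjusted p = 0.0551, and 1.23, adjusted p = 0.0595), which were past it under 7 and 4 of the 13 settings tried (adjusted p from 0.000414 and from 0.00126 to 1). In BMDMs with LPS it was enriched in both directions, at 1.88 for higher (adjusted p = 1.53e-05) and 1.89 for lower genes (adjusted p = 0.00129). The lower genes fell short of the threshold under 3 of 13 settings, the filter on low expression, the single term and the list written by hand (adjusted p = 0.0946, 0.104 and 0.499), in a range of 4.02e-13 to 0.499. The set's largest changes in RAW264.7 with LPS were falls in Flt1, Ccl7 (9.85 to 0.163 FPKM), Mmp9 (9.57 to 0.540) and Cnn2 and a rise in Itgb8 (0.00333 to 1.12). In BMDMs with LPS they were rises in Ccl17 (2.30 to 9.95), Cxcl2 (29.2 to 112) and Cxcl1 (4.80 to 15.5) and falls in Cxcl9 and Asap3. In all, 193 of 657 terms and sets tested were past the threshold in RAW264.7 with PBS, 150 of 1310 with LPS, 84 of 119 in BMDMs with PBS and 174 of 352 with LPS.

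A list of 41 migration and adhesion genes, written with part of the paper's RAW264.7 table already read, was tested with camera, limma's two-sided test of a gene list. Its mean log2 fold change was -0.52 with PBS (adjusted p = 5.84e-06) and -0.86 with LPS (adjusted p = 5.06e-08) in RAW264.7. In BMDMs it was -0.17 with PBS (adjusted p = 0.0886) and 0.29 with LPS (adjusted p = 0.00210), and with median-ratio scaling of the libraries 0.16 (adjusted p = 0.347, in a range of 4.50e-07 to 0.347 over 11 settings). Of the 41 genes, 14 were DEGs in RAW264.7 with LPS (16 when adjusted over the list alone) and 8 in BMDMs with LPS (8 when adjusted over the list alone).

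**Figure D4:**
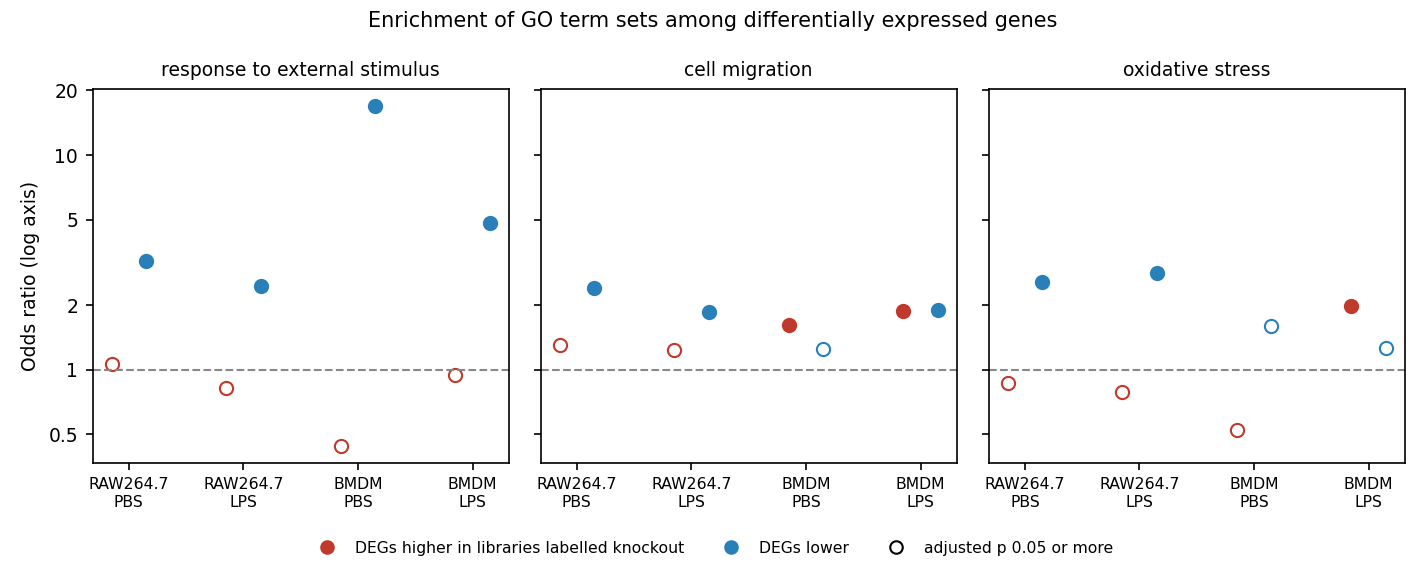
Odds ratios, on a log axis, of the 3 GO term sets among the genes higher (red) and lower (blue) in libraries labelled knockout, for each cell type and treatment. Open symbols have an adjusted p of 0.05 or more. The highest value is 16.9, for external stimulus among the lower genes of BMDMs with PBS.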

Gene ontology (GO) analysis of identified DEGs in RAW264.7 and BMDMs revealed terms including response to external stimulus and cell migration (Supplemental Figure 2D, 2E).

Guided by this transcriptome-wide information, we examined the effects of *Olfml3* knockout on macrophage phagocytosis and migration. Flow cytometry (Figure 2A; Supplemental Figure 3A) and immunofluorescence (Figure 2B) experiments showed that *Olfml3^-/-^* RAW264.7 and BMDMs had significantly decreased phagocytosis of IgG-FITC-immobilized latex beads compared to *Olfml3^+/+^* macrophages. Moreover, transwell assay showed that *Olfml3* knockout dampened the migration of RAW264.7 and BMDMs both in the absence and presence of LPS (Figure 2C, 2D). Interestingly, *Olfml3* knockout in RAW264.7 cells reduced the expression of monocyte chemoattractant protein-1 (MCP-1) at mRNA and protein levels in response to LPS stimulation (Figure 2E, 2F; Supplemental Figure 3B), suggesting that OLFML3 was involved in the positive feedback of macrophage recruitment as described 35-38. Importantly, the above phenotypical changes by *Olfml3* knockout were unlikely due to indirect effects of cell growth because EdU assay revealed similar cell proliferation between *Olfml3^+/+^* and* Olfml3^-/-^* RAW264.7 cells (Supplemental Figure 3C). Collectively, the above data showed that OLFML3 could promote phagocytosis and migration of macrophages.

### Identification of IRG1 as an OLFML3-interacting protein

To determine molecular mechanism of OLFML3 in macrophages, we performed mass spectrometry analysis on OLFML3 co-immunoprecipitated cellular proteins to seek for OLFML3 partner proteins. A mitochondria-localized protein IRG1 39 was identified as one of the OLFML3-interacting proteins in macrophages (Figure 3A). *Irg1* gene encodes an aconitate decarboxylase that catalyzes the conversion of Kreb's cycle intermediate *cis*-aconitate to itaconate 40 in macrophages and other myeloid cells. Mouse IRG1 (mIRG1) and human IRG1 (hIRG1) share 85% sequence identity 41. Structurally, IRG1 adopts the fold of MmgE/PrpD protein family, which contains a larger N-terminal all helical domain and a smaller C-terminal α+β domain 42. Interestingly, a very recent study reported that IRG1 and itaconate could promote macrophage phagocytosis during bacterial infection, which was similar to the observed activity of OLFML3 in macrophages in the present study 43.

To determine the mode of interaction between OLFML3 and IRG1, we generated several OLFML3 and IRG1 truncation constructs for co-immunoprecipitation (Co-IP) analyses. For OLFML3, the constructs included full-length protein (OLFML3), protein deficient of signal peptide (ΔSP-OLFML3), coiled-coil domain (CC domain) and olfactomedin domain (OLF domain), all of which contained dual C-terminal Myc and Flag tags (Figure 3B). For IRG1, the constructs included full-length protein (IRG1), N-terminal helical domain (IRG1-N) and C-terminal α+β domain (IRG1-C), all bearing a C-terminal HA tag (Figure 3B).

Ectopic expression of OLFML3 constructs and IRG1 constructs were performed in HEK293T cells. We first confirmed the MS results of the interactions between full-length OLFML3 and full-length IRG1 under physiological condition (Figure 3C). Further analyses showed that IRG1 could be co-immunoprecipitated with full-length OLFML3, ΔSP-OLFML3 and OLF domain, but not with CC domain (Figure 3D). These results suggested that OLFML3 interacted with IRG1 via its OLF domain. Next we assessed which portion of IRG1 interacted with the OLF domain of OLFML3. It was found that OLF domain could effectively interact with the full-length IRG1 and IRG1-C, with trace signal detected for IRG1-N (Figure 3E). Given the poor expression of IRG1-N (Figure 3E, HA input), the possibility of interactions between OLF and IRG1-N could not be excluded.

Furthermore, we intended to validate the pattern of interactions between OLFML3 and IRG1 as endogenous proteins. We first established stable RAW264.7 cell lines expressing OLFML3-Myc/Flag. Following LPS stimulation, a two-step affinity purification using Myc and Flag magnetic beads was performed and endogenous IRG1 was detected as an OLFML3-Myc/Flag-interacting protein by Flag immunoprecipitation (Figure 3F). In the same rationale, we established stable RAW264.7 cell lines expressing IRG1-HA and found that endogenous OLFML3 could interact with IRG1-HA at 12 h or 24 h post LPS stimulation (Figure 3G).

To gain more insights on the interactions between OLFML3 and IRG1 under physiological conditions, we employed native PAGE and two-dimensional (2D) SDS-PAGE to examine the formation of intracellular complex in response to LPS. We constructed RAW264.7 cells stably expressing OLFML3-Myc/Flag, ΔSP-OLFML3-Myc/Flag or CC domain-Myc/Flag constructs and analyzed the intracellular complex of endogenous IRG1 and the corresponding OLFML3 constructs. On 1D native PAGE, higher molecular weight bands were identified with full-length OLFML3 and ΔSP-OLFML3 (Supplemental Figure 4A, 4B), but not with CC domain, (Supplemental Figure 4C). This result was consistent with the Co-IP analyses for the pattern of interactions between OLFML3 and IRG1 (Figure 3). Resolving the higher molecular weight bands from 1D native PAGE on 2D denatured SDS-PAGE uncovered overlapped OLFML3-Myc/Flag and IRG1 (Supplemental Figure 4A, 4B), suggesting the formation of OLFML3-IRG1 complex. In addition, we found that *Olfml3* knockout reduced IRG1 protein level in RAW264.7 and BMDMs at basal (zero time point) and early (before 12 h) stage upon LPS stimulation (Supplemental Figure 4D, 4E).

### OLFML3 prevents mitochondrial membrane potential (MMP) loss and mitochondrial reactive oxygen species (mtROS) over-production in LPS-stimulated macrophages

Following the confirmation of OLFML3-IRG1 interaction, we next asked the physiological meaning of this interaction and how it determined the effects of OLFML3 on macrophage function. 

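For oxidative stress, 623 genes tested in RAW264.7 and 625 in BMDMs carry a term that names oxidative stress, reactive oxygen species, hydrogen peroxide or superoxide. Upon LPS stimulation 163 of the 623 genes were DEGs in RAW264.7, where 108 would be by chance (odds ratio 1.71, one-sided Fisher's exact test, adjusted p = 5.06e-06), and 50 of the 625 in BMDMs, where 29.8 would be by chance (1.77, adjusted p = 0.00201). With PBS the values were 81 genes in RAW264.7 (1.62, adjusted p = 0.00184) and 12 in BMDMs (1.06, adjusted p = 0.516). The filter on low expression decided both calls with LPS. Among genes with an FPKM of at least 1 in 3 libraries, the odds ratio was 1.29 in RAW264.7 (adjusted p = 0.139) and 1.34 in BMDMs (adjusted p = 0.0970), and over 13 settings the adjusted p ranged from 2.33e-11 to 0.139 and from 2.52e-07 to 0.159. The single term response to oxidative stress was past the threshold in RAW264.7 (39 of 126 genes, odds ratio 2.15, adjusted p = 0.00598) and not in BMDMs (9 of 122 genes, 1.60, adjusted p = 0.159).

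The direction was opposite in the cell types, a difference that was not tested. In RAW264.7 the enrichment with LPS lay in the genes lower in libraries labelled knockout, with 114 genes and an odds ratio of 2.82 (adjusted p = 2.99e-16), which stayed past the threshold under the 13 settings tried (2.06 to 7.44). Among the higher genes there were 49 (0.79, adjusted p = 0.986). In BMDMs it lay in the genes higher in knockout, with 38 genes and an odds ratio of 1.98 (adjusted p = 0.00114), and 12 genes were lower (1.27, adjusted p = 0.291). With the filter on low expression, the single term or the list of genes written by hand, the BMDM value for higher genes was not past the threshold (1.47 to 3.64, adjusted p from 0.0510 to 0.131). The genes of the set that changed most in RAW264.7 with LPS were Mmp9, Sdc1 (2.10 ± 0.206 to 0.113 ± 0.0643 FPKM, SD, n = 3 each), Areg and Ier3 (553 ± 15.6 to 74.8 ± 2.87), all lower, with log2 fold changes of -3.91, -3.41, -3.00 and -2.88, and Gm43393, which was higher on 11 counts. In BMDMs with LPS they were Il18rap (2.42 ± 0.0603 to 0.443 ± 0.115 FPKM) and Lck (11.8 ± 0.884 to 3.79 ± 0.146), which were lower, with log2 fold changes of -2.23 and -1.61, and Sesn1 (0.633 ± 0.101 to 2.50 ± 0.320), Cxcl1 and Mmp9, which were higher, with 1.83, 1.67 and 1.33. Mmp9 thus changed in opposite directions in the 2 cell types.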

We re-visited the RNA-Seq data and found that upon LPS stimulation, the biological processes related to oxidative stress were enriched in *Olfml3* knockout RAW264.7 and BMDMs (Supplemental Figure 2). This finding indicated that OLFML3 had inhibitory effects on LPS-induced oxidative stress, which aligned with the function of IRG1/itaconate on inhibiting LPS-induced inflammation and oxidative stress 44-48.

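A list of 37 oxidative stress genes written by hand, mainly antioxidant enzymes, subunits of the NADPH oxidase and their regulators, was also tested with camera (two-sided, adjusted over 24 tests of 6 lists in 4 comparisons). In RAW264.7 libraries labelled knockout the mean log2 fold change was -0.43 with PBS (adjusted p = 5.06e-08) and -0.47 with LPS (adjusted p = 6.80e-08), with 30 and 32 of 37 genes lower. In knockout BMDMs it was 0.070 with PBS (adjusted p = 0.0371) and 0.20 with LPS (adjusted p = 0.00102), with 21 and 31 genes higher. The BMDM rises depended on scaling. With median-ratio scaling they were 0.040 and 0.065 and neither was past the threshold. The BMDM call with PBS was also lost without wild-type replicate 1 (0.060, adjusted p = 0.112) or knockout replicate 3 (0.053, adjusted p = 0.156). Over 11 settings the adjusted p ranged from 0.0202 to 0.22 with PBS and from 2.03e-05 to 0.389 with LPS. With LPS 17 of the 37 genes were DEGs in RAW264.7, 3 higher and 14 lower (18 when adjusted over the list alone), and 4 in BMDMs, all higher (4 when adjusted over the list alone). The calls of this list with camera were also past the threshold under fry, a rotation test with no preset correlation between genes. fry asks whether the genes of a list changed, and not whether they changed more than other genes. It thus adds no support where the scaling shifts most genes, as in BMDMs with LPS. From the enrichment of oxidative stress processes upon LPS stimulation in both knockout cell types, the paper reasons that OLFML3 inhibits LPS-induced oxidative stress, and it sets this beside the known function of IRG1 and itaconate in inhibiting inflammation and oxidative stress.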

As IRG1 was localized on mitochondria, we thus hypothesized that OLFML3 exerted its antioxidant activity by affecting the functions of mitochondria. We first employed JC-1 probe to characterize mitochondrial membrane potential (MMP, ∆Ψm) in *Olfml3* knockout macrophages, where the probe aggregated at high MMP to show red fluorescence and became monomer at low MMP to give green fluorescence 49-51. It was found that upon LPS stimulation, *Olfml3* knockout consistently reduced MMP in RAW264.7 and BMDMs, as evidenced by the higher ratio of low MMP over high MMP (Figure 4A, 4B).

Moreover, DCFH-DA fluorescent probe analysis showed that *Olfml3^-/-^* RAW264.7 and BMDMs displayed significantly higher total cellular ROS than *Olfml3^+/+^* cells in the presence of LPS (Figure 4C, 4D; Supplemental Figure 5A, 5B). More importantly, *Olfml3* depletion increased LPS-induced mitochondrial ROS (mtROS) production (Figure 4E, 4F; Supplemental Figure 5C, 5D). In addition, Mito-TEMPO, a commonly used mtROS scavenger, could revert the effects of *Olfml3* knockout on LPS-induced mtROS production (Supplemental Figure 5E).

Collectively, these results showed that the presence of OLFML3 could prevent LPS-induced MMP loss and mtROS over-production in macrophages. Previous studies have reported that mitochondrial dysfunction including MMP loss and mtROS over-production is associated with macrophage phagocytosis and migration 52-55. The *Olfml3* loss-of-function studies on macrophages (Figure 2) and on mitochondria (Figure 4) indicated that OLFML3 promoted macrophage phagocytosis and migration by preventing mitochondrial dysfunction.

### The effects of OLFML3 on mitochondrial functions are associated with its activity on IRG1-mediated metabolic processes

Next we intended to explore how OLFML3 was involved in mitochondrial functions. Based on the evidence of OLFML3-IRG1 interaction (Figure 3) and the well-established role of IRG1 in the mitochondrial metabolic processes in macrophages, we hypothesized that OLFML3 was involved in mitochondrial function via IRG1-mediated metabolic processes. We thus set a series of loss-of-function experiments to investigate the effects of *Olfml3* knockout on the metabolic processes of IRG1. Importantly,* Olfml3^-/-^* RAW264.7 exhibited significantly decreased itaconate production upon LPS stimulation, in comparison to wild-type cells (Figure 5A). Consistently, *Olfml3* knockout reduced LPS-induced production of succinate, a Kreb's cycle intermediate (Figure 5B). Similarly, *Olfml3* knockout reduced itaconate and succinate production in LPS-treated BMDMs (Figure 5C, 5D). Furthermore, compared to wild-type cells, *Olfml3^-/-^* RAW264.7 exhibited significantly lower ATP content under LPS challenge (Figure 5E), which could be the results of perturbed Kreb's cycle.

We then performed gain-of-function experiments to investigate whether the reduced migration ability of *Olfml3^-/-^* RAW264.7 could be rescued. Transwell experiments showed that overexpression of full-length OLFML3 or ΔSP-OLFML3 could rescue the migration ability of *Olfml3^-/-^* cells to the wild-type level (Figure 5F). Similar results were observed with MCP-1 expression in rescued *Olfml3^-/-^* RAW264.7 (Figure 5G).

More importantly, *Irg1* overexpression could partially rescue MCP-1 expression in LPS-treated *Olfml3^-/-^* RAW264.7 cells (Figure 5H). This result suggested that IRG1 was unlikely to be the upstream node protein of OLFML3, the knockout of which would otherwise completely block the effects of *Irg1* overexpression rescue. In addition, it has been well known that IRG1 is an aconitate decarboxylase and catalyzes the conversion of *cis*-aconitate to itaconate in mitochondria. Therefore, these data suggested that OLFML3 affected mitochondrial function via IRG1-mediated metabolic processes in mitochondria.

### Co-localization of OLFML3 and IRG1 on mitochondria

While the above results illustrated the interaction between OLFML3 and IRG1 and involvement of OLFML3 in IRG1-mediated metabolic processes, one key question to ask was whether OLFML3 could co-localize with IRG1 on to mitochondria. Therefore, we sought to examine the subcellular localization of OLFML3 and IRG1 using imaging experiments. HeLa cells were co-transfected with plasmids encoding IRG1-HA and full-length OLFML3-Myc/Flag or ΔSP-OLFML3-Myc/Flag. It was found that IRG1 and OLFML3 were co-localized in cytoplasm and mitochondria (Figure 6A, 6B).

Moreover, we generated fluorescent protein (FP)-fused OLFML3 and IRG1 constructs to explore the dynamics of OLFML3 and IRG1 interactions. In order to exclude the effects of FP fusion on the subcellular localization of OLFML3, we constructed stable HeLa cell line expressing OLFML3 with and without orange fluorescent protein (OFP) fusion. It was found that OFP fusion did not alter the pattern of subcellular localization of OLFML3 (Figure 6C, 6D). On this basis, we constructed stable HeLa cell line co-expressing OLFML3-OFP and IRG1-GFP. Two-color three-dimensional super-resolution structured-illumination microscopy revealed intimate interactions between OLFML3 and IRG1 following LPS treatment (Figure 6E; Supplemental Movie 1). Live cell fluorescence imaging provided further evidence for LPS-induced OLFML3-IRG1 co-localization over a time course of 12 h (Figure 6F; Supplemental Movie 2, 3).

In addition to fluorescence imaging analyses, we also used cellular component fractionation to examine the subcellular localization of OLFML3 and IRG1. Analysis of RAW264.7 stably expressing OLFML3-Myc/Flag showed that intracellular OLFML3 predominantly resided in the cytoplasmic fraction rather than nuclear fraction (Figure 6G) regardless of LPS stimulation, which was consistent with the fluorescence microscopy experiments (Figure 6C). More importantly, LPS stimulation promoted the mitochondrial localization of OLFML3-Myc/Flag and IRG1 (endogenous) (Figure 6H) in RAW264.7 cell line stably expressing OLFML3-Myc/Flag. Consistently, in wild-type RAW264.7 cells, LPS treatment also increased mitochondria-localized OLFML3 (endogenous) and IRG1 (endogenous) (Figure 6I).

Next we aimed to determine the sub-mitochondrial localization of OLFML3. We performed a proteinase K membrane protection experiment to distinguish OLFML3 localization on the outer and inner membranes of mitochondria. It was found that proteinase K treatment removed the majority of mitochondria-localized OLFML3-Myc/Flag while having minor impact on mitochondrial IRG1 (Figure 6J), which was known to be present in the mitochondrial matrix 56. We thus concluded that OLFML3-Myc/Flag was mainly localized on the outer membrane of mitochondria.

### OLFML3 facilitates IRG1 mitochondrial localization via mitochondrial transport protein AIFM1

Because the above results revealed LPS-induced mitochondrial localization of OLFML3 and IRG1 (Figure 6F, 6H, 6I), we were curious to know whether these two partner proteins coordinated or independently proceed for mitochondrial localization. We compared the quantities of mitochondrial IRG1 in *Olfml3^-/-^* and *Olfml3^+/+^* macrophages and found that *Olfml3* knockout reduced mitochondrial IRG1 (Figure 7A, 7B). Consistent with the fractionation results, immunofluorescence analysis showed that *Olfml3* knockout in BMDMs reduced mitochondria-localized IRG1 (Figure 7C).

Because OLFML3 itself does not contain mitochondria-localizing signal, we speculated that a third partner protein might involve in OLFML3-IRG1 complex for mitochondrial localization. Inspired by a previous study where *Xenopus* OLFML3 was reported to function as a scaffold protein to interact with two partner proteins via OLF domain and CC domain respectively 5, we sought to explore whether mammalian OLFML3 could resemble *Xenopus* OLFML3 by interacting with IRG1 and a third mitochondria-localizing protein via OLF domain and CC domain respectively.

We established an additional stable RAW264.7 cell line expressing Strep tag II-fused OLFML3 (OLFML3-Strep), in order to avoid the noise associated with OLFML3-Myc/Flag. MS analysis on Strep tag II-enriched proteins identified apoptosis inducing factor mitochondria associated 1 (AIFM1) as one of the OLFML3-interacting proteins (Figure 7D). AIFM1 was known to involve in the transport of proteins from cytoplasm to mitochondria 57, 58. Co-IP analysis showed that both the full-length form and the CC domain of OLFML3 could interact with AIFM1 (Figure 7E, 7F). Furthermore, we confirmed the interaction between OLFML3, IRG1 and AIFM1 with endogenous co-IP assay (Figure 7G).

Next we intended to investigate whether AIFM1 facilitated the formation of OLFML3-IRG1 complex. Native 1D PAGE showed that higher molecular weight AIFM1 was present at the same position with the higher molecular weight components of OLFML3 and IRG1 (Figure 7H), suggesting the formation of a ternary complex. This result was further corroborated by 2D SDS-PAGE, where AIFM1, OLFML3 and IRG1 were blotted at the same position (Figure 7I, 7J). To further confirm the presence of OLFML3-IRG1-AIFM1 complex under near-physiological conditions, we conducted size exclusion chromatography (SEC) analysis of the presence of the complex in RAW264.7 cell lysate. It was found that in the cell lysate of LPS-treated RAW264.7 cells, several elution fractions above 400 kD contained all of the three proteins OLFML3, IRG1 and AIFM1 (Supplemental Figure 6A and Figure 7K), suggesting the formation of OLFML3-IRG1-AIFM1 complex.

To explore the effects of AIFM1 on the formation of OLFML3-IRG1 complex, we conducted *Aifm1* knockout in the context of stable RAW264.7 cell line expressing OLFML3-Strep (Supplemental Figure 6B, 6C). Native PAGE analyses showed that in the absence of AIFM1, OLFML3 could no longer form any complex with IRG1 (Supplemental Figure 6D, 6E). These results collectively suggested that the interaction between OLFML3 and IRG1 was dependent on AIFM1. To further investigate whether OLFML3, IRG1 and AIFM1 were in the same signaling pathway, we constructed double knockout RAW264.7 cells on top of *Olfml3* knockout (Supplemental Figure 6F) and compared the *Olfml3^-/-^Irg1^-/-^* and *Olfml3^-/-^Aifm1^-/-^* double knockout cells with *Olfml3^-/-^* single knockout cells for their migration and MCP-1 levels upon LPS treatment. The results showed that double knockout did not exacerbate the phenotypes of *Olfml3^-/-^* single knockout (Figure 7L, 7M). These results suggested that OLFML3, IRG1 and AIFM1 belong to the same signaling pathway in macrophages in response to LPS stimulation.

## Discussion

Following our previous discovery of the immunosuppressive function of OLFML3 in rhinovirus infection in HeLa-H1 cells 10, the present study has provided evidence for a broader function of OLFML3 in macrophages in response to PAMPs stimulation. While OLFML3 promoted viral infection by antagonizing type I IFN signaling, it could reduce the severity of LPS- and PAO1-induced ALI in mice by promoting macrophage phagocytosis and migration. These observations consistently reflect the immunomodulatory function of OLFML3 in viral and bacterial infection, across non-immune cells and immune cells. We showed that the function of OLFML3 on mitochondria in LPS-induced macrophages was achieved by affecting IRG1 mitochondrial localization and itaconate-related metabolic processes.

Previous studies revealed the function of OLFML3 in promoting the pro-tumorigenic function of microglia by acting as a target for tumor growth factor-β (TGF-β) 59. Unlike previous reports, the current study investigated a more general role of OLFML3 in macrophages during bacterial infection. One interesting discovery was the intracellular function of OLFML3. Due to the presence of a secretion signal peptide in protein sequence, most previous studies focused on the extracellular function of OLFML3 such as recruitment of immunosuppressive microglia 7 or tissue repair 60. Similar to the function of OLFM4 in inhibiting cathepsin C-mediated protease activities intracellularly 61, the present study demonstrated that OLFML3 could function as an intracellular regulatory protein via the interactions with a mitochondrial protein IRG1. Experiments with OLFML3 truncation constructs demonstrated that the deletion of signal peptide did not affect the subcellular localization of OLFML3 (Figure 6A, 6B) nor its interactions with IRG1 (Figure 3D). Specifically, we showed that OLFML3 was localized on the outer membrane of mitochondria (Figure 6H-6J). This observation of the intracellular function of OLFML3 along with the previous reports of its extracellular function raises an interesting question on how the dynamics of these two forms of OLFML3 is regulated under physiological and pathological conditions.

Related with the above question is a largely unaddressed point in the present study of the dynamic expression pattern of OLFML3 in macrophages or other cell types. In previous studies, OLFML3 was mostly recognized as a microglia-specific protein that has little or no expression in immune cells 7, 8, 12-14. Nevertheless, it was found in our recent study that OLFML3 mRNA expression in HeLa cells was upregulated for more than 400 folds upon RV infection 10. In the present study, it seemed that LPS could increase the total cellular protein of OLFML3 (Figure 6I, the total of cytoplasmic and mitochondrial fractions). These data suggested that the expression of OLFML3 was under precise regulation that could respond to external stimuli. In addition, fluorescence imaging and fractionation studies consistently showed that LPS stimulation on macrophages could trigger the mitochondrial localization of OLFML3 (Figure 6F, 6H, 6I). Further studies are thus required to illustrate the molecular basis and biological implications of the regulation of OLFML3 expression and subcellular localization.

IRG1 encodes a decarboxylase that catalyzes the decarboxylation of *cis*-aconitate, leading to the production of itaconate. The immunomodulatory function of itaconate in LPS-induced metabolic reprogramming of macrophages has been known 48. The present study showed that OLFML3 could form intracellular complex with IRG1 and facilitate its mitochondrial localization (Figure 6, 7). Consistently, ablation of *Olfml3* gene significantly affected itaconate, succinate and ATP production (Figure 5). However, it must be noted that depletion of OLFML3 did not abolish the mitochondrial localization of IRG1 (Figure 7A, 7B). This observation suggested that there were alternative, OLFML3-independent mechanisms for IRG1 mitochondrial localization. In addition, *Irg1* overexpression could only partially restore MCP-1 expression in *Olfml3*^-/-^ macrophages. These results indicated that OLFML3 and IRG1 were mutually dispensable. In addition, we found that OLFML3 affected IRG1 protein levels though with a lesser extent than the effects on IRG1 subcellular localization. The protein-protein interaction network surrounding OLFML3 and IRG1 would be an interesting topic for future studies on OFLML3.

Related to the interaction between OLFML3 and IRG1 is the effects of metabolic reprogramming on LPS or bacterium-induced acute lung injury. Our results showed that OLFML3 promoted IRG1 mitochondrial localization and knockout of *Olfml3* reduced mitochondria-localized IRG1. Importantly, compared to wild-type (*Olfml3^+/+^*) macrophages, *Olfml3* knockout (*Olfml3^-/-^*) macrophages exhibited lower itaconate and succinate production (Figure 5A-D) as well as ATP level (Figure 5E). Meanwhile, compared to *Olfml3^+/+^* mice, *Olfml3^-/-^* mice had increased death rate and elevated inflammatory phenotype in response to LPS stimulation or PAO1 infection (Figure 1A-E). Therefore, the reduced ATP production and disrupted metabolic process in *Olfml3* knockout macrophages were correlated with exacerbated acute lung injury. These results were also consistent with the previous study, where ATP injection prior to LPS stimulation was shown to significantly attenuate LPS-induced inflammatory responses in mice 62.

In *Xenopus*, OLFML3, known as *Xenopus* ONT1, contributes to embryonic axial formation by acting as a scaffold protein. OLFML3 binds to chordin via OLF domain and to BMP1/Tolloid-class proteinases (B1TP) via CC domain 5. The present study suggested that OLFML3 in mammalian cells resembled such scaffold function by interacting with IRG1 via its OLF domain and with AIFM1, a known mitochondrial transport protein, via its CC domain (Figure 7F). In addition to the identification of intracellular tertiary complex of IRG1-OLFML3-AIFM1, our study also suggested that the formation of OLFML3-IRG1 complex was dependent on the presence of AIFM1 (Supplemental Figure 6D). Interestingly, it was also found that IRG1 itself could form a high-molecular weight complex in the absence of OLF domain of OLFML3 (Supplemental Figure 4C) or AIFM1 (Supplemental Figure 6D), which possibly arose from the oligomerization of IRG1 protein 41.

In this study, unaddressed questions include effects of post-translational modification (PTM) and epigenetic modulation on OLFML3 and IRG1. It is known that OLFML3 has two glycosylation sites at positions 177 and 248 13, the function of which was largely unknown. The crystal structure of IRG1 has been reported to have has open and closed conformations 41, 42, the switching between which is closely related to its activity and may be dependent on PTMs. It has been also shown that in *Caenorhabditis elegans*, S-adenosylmethionine (SAM) treatment can enhance innate immunity by increasing the H3K4me3 of *irg-1* gene 63. Thus, it would be interesting to investigate the effects of PTMs and epigenetics on the immunomodulatory functions of OLFML3 and IRG1 in human.

In conclusion, our study discovered that OLFML3 could suppress the inflammation and severity of mice in LPS-induced ALI model. This function arose from OLFML3-facilitated macrophage phagocytosis and migration, which was mechanistically attributed to OLFML3-mediated IRG1 mitochondrial localization and prevention of MMP loss and mtROS over-production (Figure 8).

## Supplementary Material

Supplementary figures, movie and dataset legends and description.

Supplementary dataset 1.

Supplementary dataset 2.

Supplementary dataset 3.

Supplementary movie 1.

Supplementary movie 2.

Supplementary movie 3.

Supplementary source data.

### Data availability

Plasmids and cell lines generated in this study will be made available on request, but we may require a payment and/or a completed Materials Transfer Agreement if there is potential for commercial application. The RNA-seq data reported in this paper have been deposited on GEO DataSets under accession code GSE289765. A web page to reproduce RNA-seq findings is made accessible at http://www.genetictargets.com/OLFML3.

## Figures and Tables

**Figure 1:**
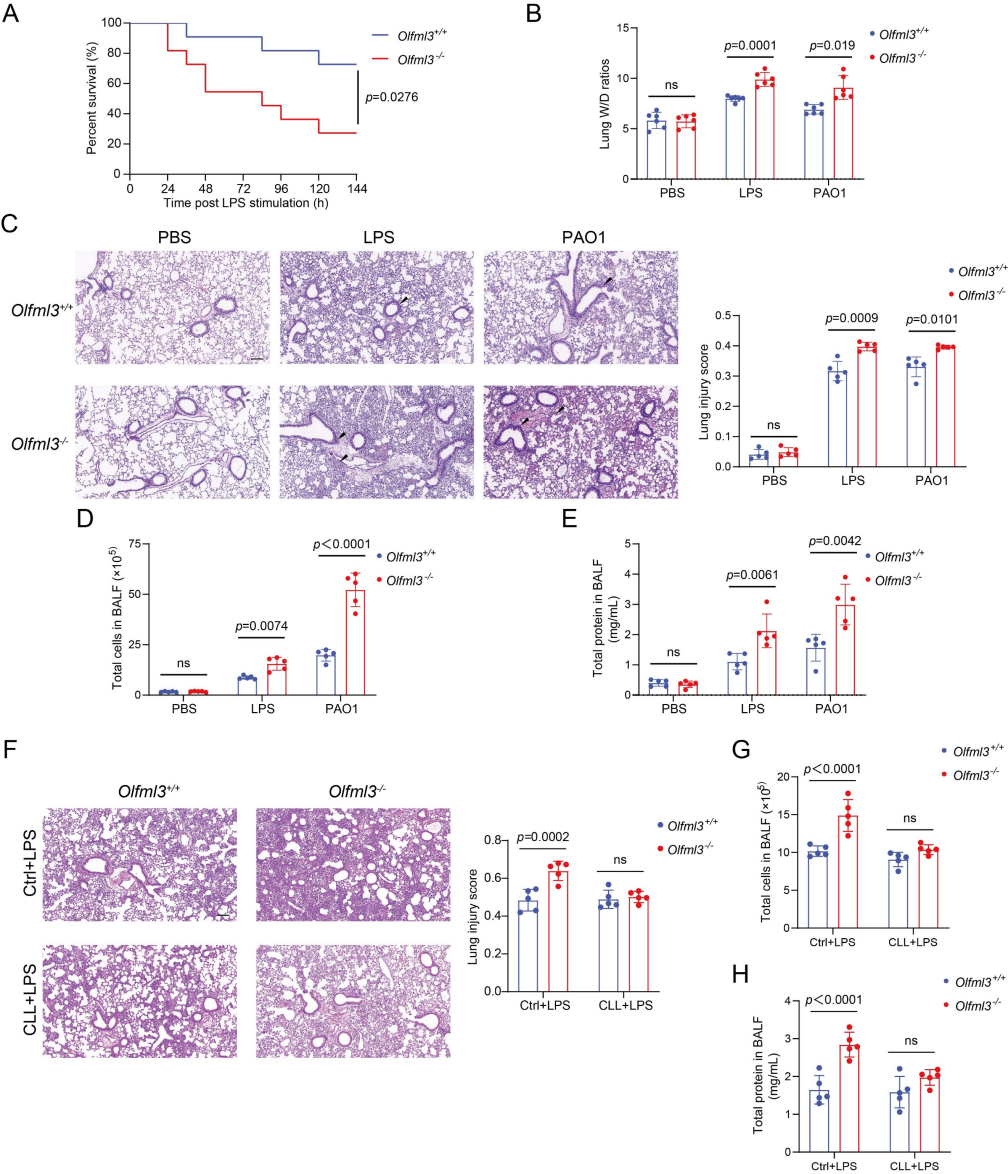
***Olfml3* knockout elevates pulmonary inflammation in LPS- or PAO1-stimulated mice.** (A) Survival curve of wild-type and *Olfml3* knockout mice challenged with 10 mg/kg LPS (*n* = 11 per group). LPS is intraperitoneally administrated to induce sepsis. (B) Evaluation of LPS- or PAO1-induced pulmonary edema, as determined by lung wet-to-dry ratio. (C) H&E staining of lung sections for analysis of inflammatory cell infiltration upon LPS and PAO1 stimulation. Scale bar, 100 μm. Black arrows indicate infiltrating cells. (D) Analysis of the total cell counts in BALF. (E) Determination of the concentrations of total proteins in BALF using BCA methods. (F) H&E staining of lung sections for analysis of alveolar macrophage depletion in *Olfml3*^+/+^ and *Olfml3*^-/-^ mice. Scale bar, 100 μm. (G, H) Analysis of the total cell counts (G) and total proteins (H) in BALF from alveolar macrophage-depleted *Olfml3*^-/-^ mice. For B to H, LPS (10 mg/kg) or PAO1 (2×10^6^ colony-forming units, CFU) is intranasally instilled to mice (*n* = 5 or 6 per group). The data are presented as mean ± SEM of three independent experiments.

**Figure 2:**
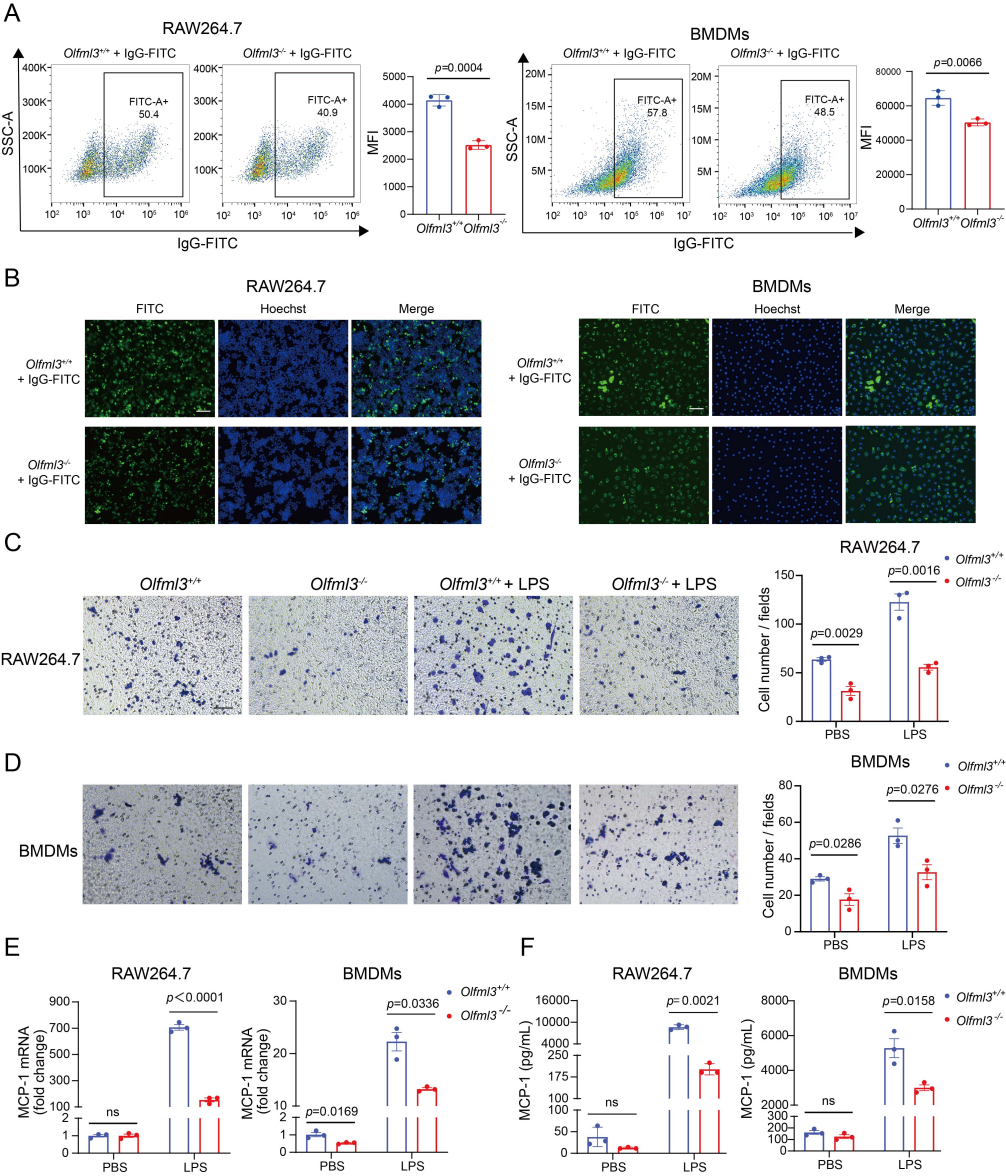
***Olfml3* knockout reduces the phagocytic and migration functions of macrophages.** (A, B) Analysis of the phagocytic function of RAW264.7 (left) and BMDMs (right) using latex beads carrying FITC-labeled IgG using flow cytometry (A) and immunofluorescence (B) experiments. The cells are incubated with the beads for 2 h. (C, D) Evaluation of the effects of OLFML3 on the migration of RAW264.7 (C) and BMDMs (D) in the absence or presence of LPS using transwell assay. At 24 h after 1 μg/mL LPS stimulation, the transmembraned cells are counted from three microscopic fields with 40× magnification. One representative microscopic field of each group is shown on the left (Magnification 20×; Scale bar, 150 μm). The bar graphs show the averaged values of three biological replicates. (E, F) Determination of MCP-1expression at intracellular mRNA (E) and soluble protein (F) levels in RAW264.7 (left) and BMDMs (right), using RT-qPCR and ELISA respectively. The *Olfml3*^-/-^ cells are isolated single clones containing gene knockout at both alleles of *Olfml3*. For E, cells are collected at 4 h post 100 ng/mL LPS stimulation. For F, culture supernatant is collected at 24 h after 100 ng/mL LPS stimulation. The data are the mean ± SEM of three biological replicates. ns, not significant.

**Figure 3:**
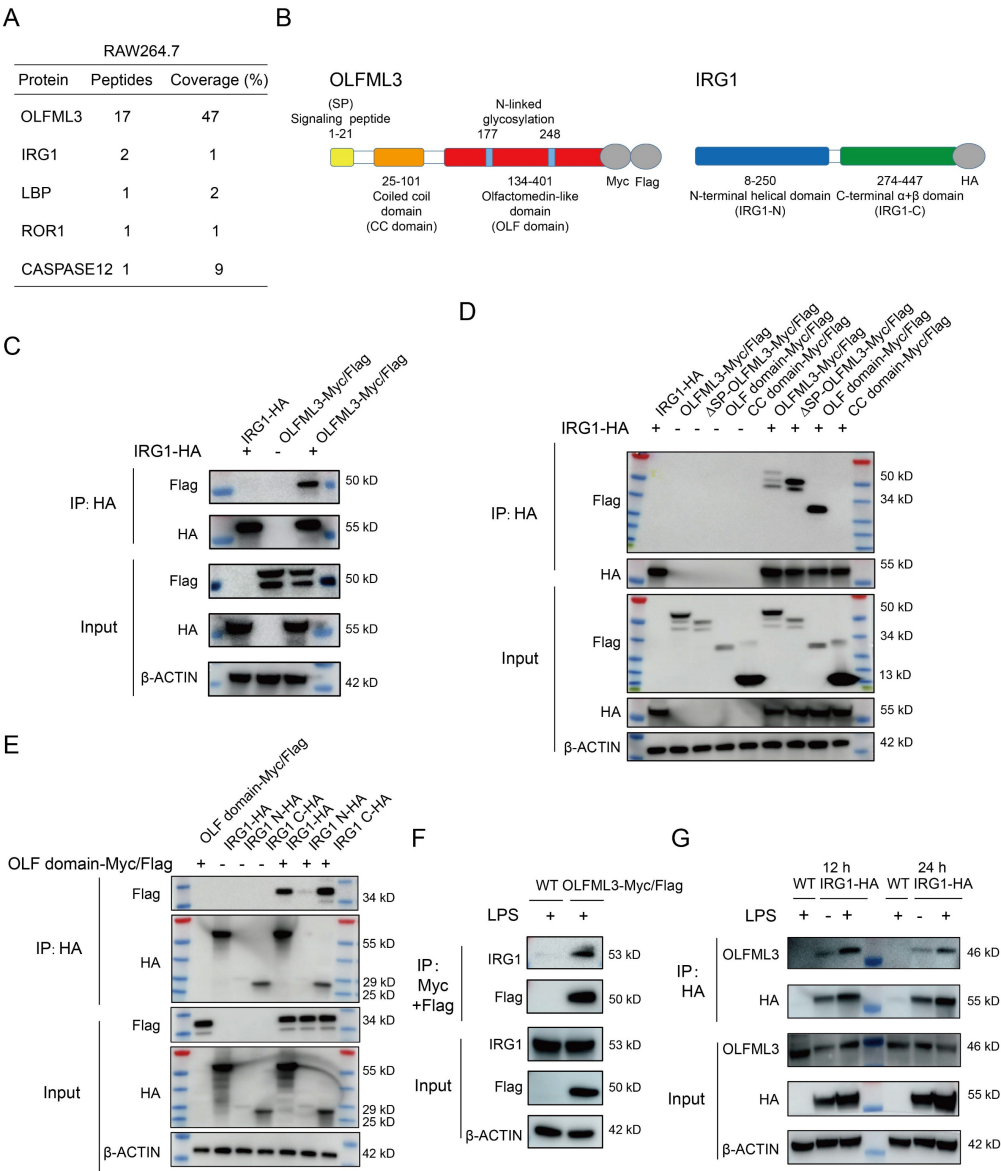
** Dissection of the pattern of interactions between OLFML3 and IRG1.** (A) Identification of IRG1 as an OLFML3-interacting protein in RAW264.7 by mass spectrometry analysis of OLFML3-Myc/Flag co-immunoprecipitated proteins. OLFML3-interacting proteins are enriched using Flag magnetic beads. The top 5 candidate proteins are shown. (B) Schematic presentation of OLFML3 and IRG1 domain organization. (C) Validation of the interactions between OLFML3 and IRG1 in HEK293T cells. OLFML3-Myc/Flag is co-expressed with IRG1-HA, immunoprecipitated (IP) by HA beads and immunoblotted (IB) with Flag antibody. (D) Investigation of IRG1-interacting OLFML3 domains in HEK293T cells. Myc/Flag-tagged OLFML3 constructs are co-expressed with IRG1-HA, immunoprecipitated by HA beads and immunoblotted with Flag antibody. (E) Investigation of OLF domain-interacting IRG1 domains in HEK293T cells. HA tagged IRG1 constructs are co-expressed with OLF-Myc/Flag, immunoprecipitated by HA beads and immunoblotted with Flag antibody. (F) Validation of the interactions between OLFML3-Myc/Flag and endogenous IRG1 in a RAW264.7 cell line stably expressing OLFML3-Myc/Flag. The cells are treated with 100 ng/mL LPS for 12 h. Cell lysate is immunoprecipitated with a sequential two-step affinity purification with Myc and Flag magnetic beads and then immunoblotted with an IRG1 antibody. (G) Validation of the interactions between IRG1-HA and endogenous OLFML3 in a RAW264.7 cell line stably expressing IRG1-HA. The cells are treated with 100 ng/mL LPS for 12 h or 24 h. Cell lysate is immunoprecipitated with an affinity purification with HA magnetic beads and then immunoblotted with an OLFML3 antibody.

**Figure 4:**
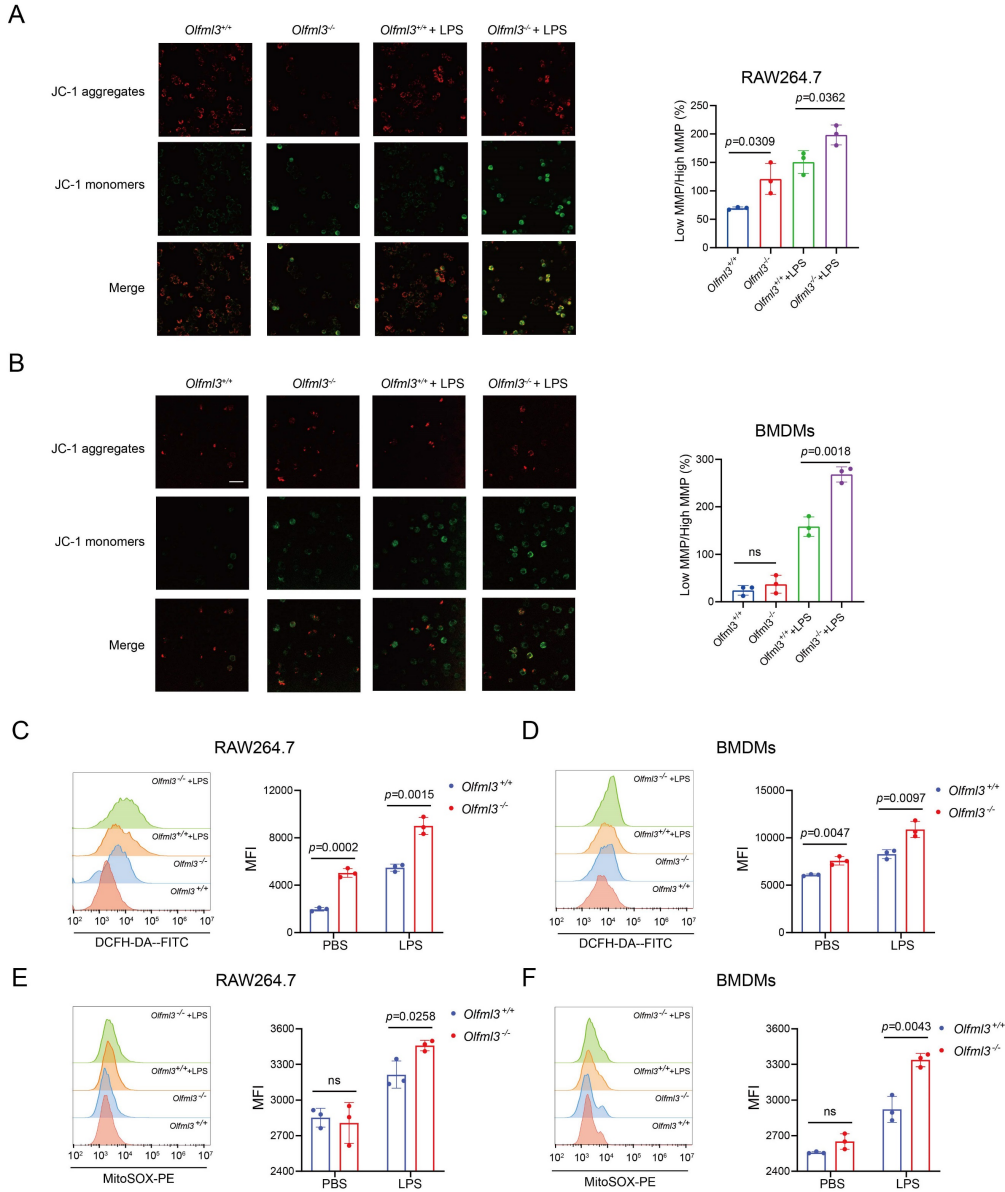
***Olfml3* knockout alters MMP and mitochondrial ROS production in macrophages.** (A, B) Evaluation of the effects of OLFML3 on LPS-stimulated MMP changes in RAW264.7 (A) and BMDMs (B) using JC-1 fluorescence probe. (C, D) Analysis of the effects of OLFML3 on total cellular ROS in RAW264.7 (C) and BMDMs (D) using DCFH-DA fluorescence probe. (E, F) Analysis of the effects of OLFML3 on mtROS in RAW264.7 (E) and BMDMs (F) in response to LPS treatment using MitoSOX fluorescence probe. Cells are collected at 12 h post 100 ng/mL LPS stimulation. MFI, median fluorescent intensity. The data represent mean ± SEM of at least three biological replicates. ns, not significant.

**Figure 5:**
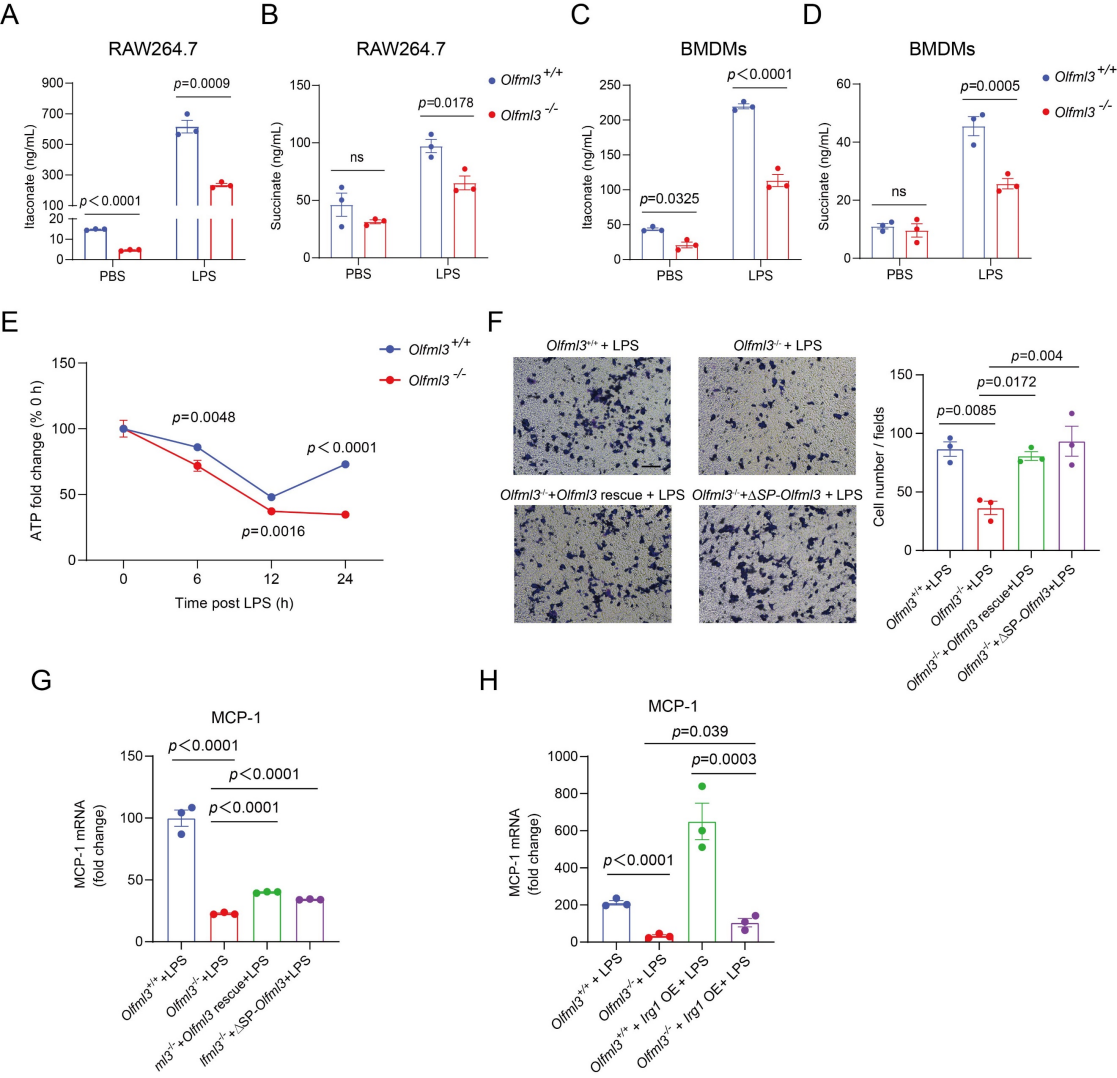
**OLFML3 affects macrophage functions by involving in IRG1-mediated metabolic processes.** (A, B) Intracellular itaconate (A) and succinate (B) levels in wild-type and *Olfml3^-/-^* RAW264.7 cells treated with LPS for 6 h. (C, D) Intracellular itaconate (C) and succinate (D) levels in wild-type and *Olfml3^-/-^* BMDMs treated with LPS for 6 h. (E) Changes of ATP levels in LPS-treated wild-type and *Olfml3^-/-^* RAW264.7 cells over a course of 24 h. (F, G) *Olfml3* overexpression rescue of damaged migration ability in *Olfml3^-/-^* RAW264.7 cells, as evaluated by transwell assay (F) and MCP-1 expression (G). For F, transmembraned cells are counted from three microscopic fields (with 40× magnification) in each membrane (three independent biological replicates per group) at 24 h after treatment with 1 μg/mL LPS. One representative microscopic field of each group is shown (magnification, 20×; Scale bar, 150 μm). For G, MCP-1 mRNA expression is determined by RT-qPCR at 4 h after treatment with 100 ng/mL LPS. (H) *Irg1* overexpression rescue of damaged migration ability in *Olfml3^-/-^* RAW264.7 cells, as evaluated by MCP-1 expression. The mRNA expression of MCP-1 is determined by RT-qPCR at 4 h after treatment with 100 ng/mL LPS. Data represent the mean ± SEM of at least three biological replicates. ns, not significant.

**Figure 6:**
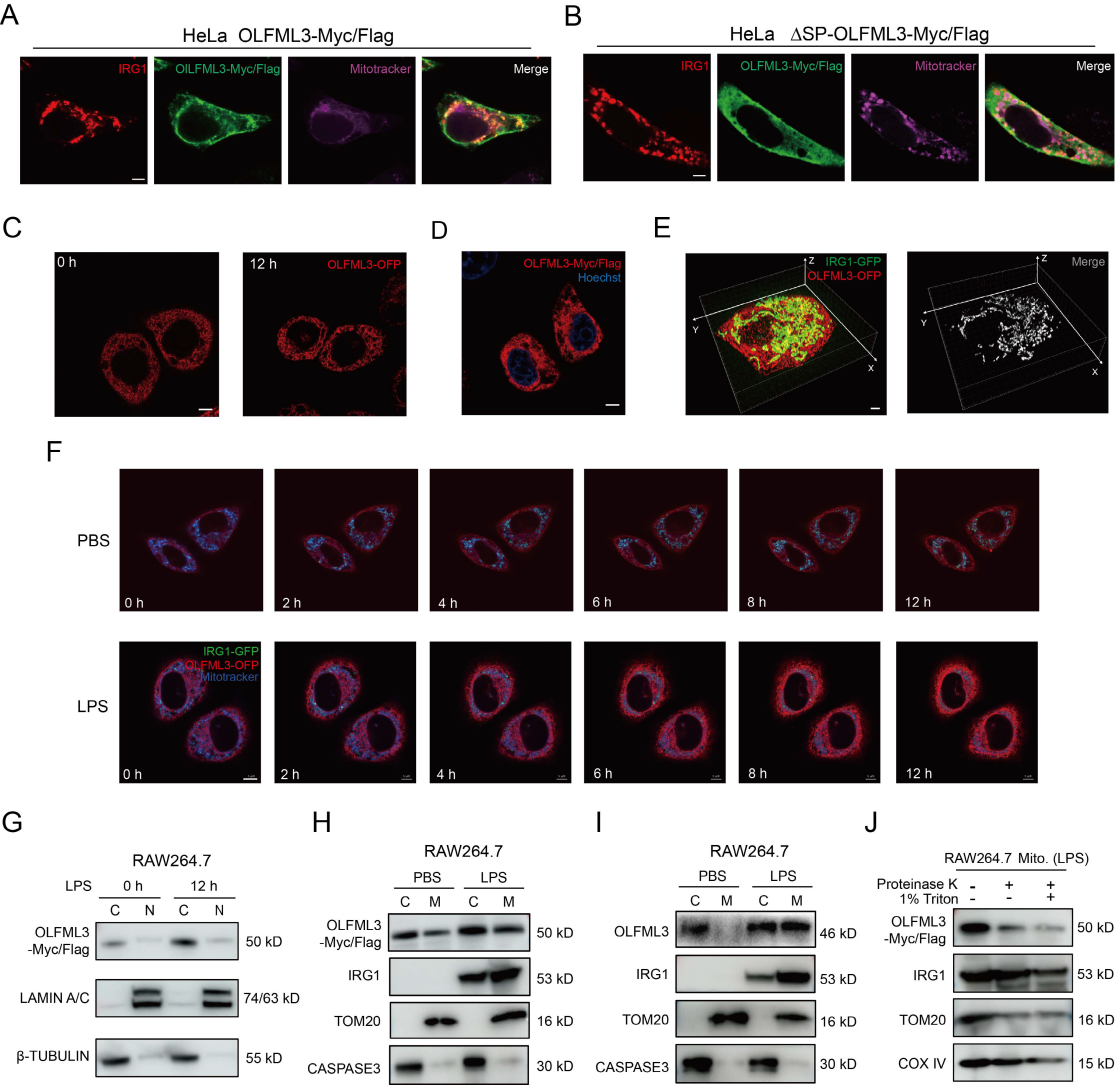
**Examination of the formation of OLFML3-IRG1 complex and the subcellular localization of OLFML3 and IRG1 proteins.** (A, B) Immunofluorescence analysis of the mitochondrial co-localization of IRG1-HA with OLFML3-Myc/Flag (A) or ΔSP-OLFML3-Myc/Flag (B) in HeLa cells. Mitochondria are stained with 200 nM Mitotracker Deep Red FM. (C) Fluorescence imaging analysis of the subcellular localization of OLFML3-OFP fusion protein in HeLa cells, treated with 1 μg/mL LPS. (D) Immunofluorescence analysis of the subcellular localization OLFML3-Myc/Flag in HeLa cells. Cells are stained with Flag antibody and Hoechst 33342. (E) Snapshot image showing 3D-SIM acquisitions of the fluorescence in LPS-stimulated HeLa cells stably expressing OLFML3-OFP (red) and IRG1-GFP (green). (F) Live-cell fluorescence time-lapse microscopy of cultured HeLa cells stably expressing OLFML3-OFP (red), IRG1-GFP (green) and Mitotracker (blue), monitored over a course of 12 h with 1 μg/mL LPS stimulation. PBS treatment is used as a control for basal changes of co-localization over time. (G) WB analysis of the cytoplasmic and nuclear contents of OLFML3- Myc/Flag in RAW264.7 treated with 100 ng/mL LPS for indicated durations. C, cytoplasmic. N, nuclear. Lamin A/C, nuclear marker. β-tubulin, cytoplasm marker. (H, I) WB analysis of the cytoplasmic and mitochondrial fractions of OLFML3 and IRG1 in RAW264.7 cell line stably expressing OLFML3-Myc/Flag (H) and wild-type RAW264.7 cells (I). Cells are treated with 100 ng/mL LPS or PBS for 12 h. The mitochondrial and cytosolic fractions of cell lysates are immunoblotted with IRG1 antibody and Flag antibody (H) or OLFML3 antibody (I) respectively. C, cytoplasmic. M, mitochondrial. Tom20, mitochondrial marker. Caspase 3, cytoplasm marker. (J) Evaluation of the sub-mitochondrial localization of OLFML3 in RAW264.7 cells stably expressing OLFML3-Myc/Flag. At 12 h after treatment with 100 ng/mL LPS, isolated mitochondrial fraction is treated with 100 ng/mL proteinase K in the absence or presence of 1% TritonX-100 for 20 min on ice and immunoblotted with antibodies as indicated.

**Figure 7:**
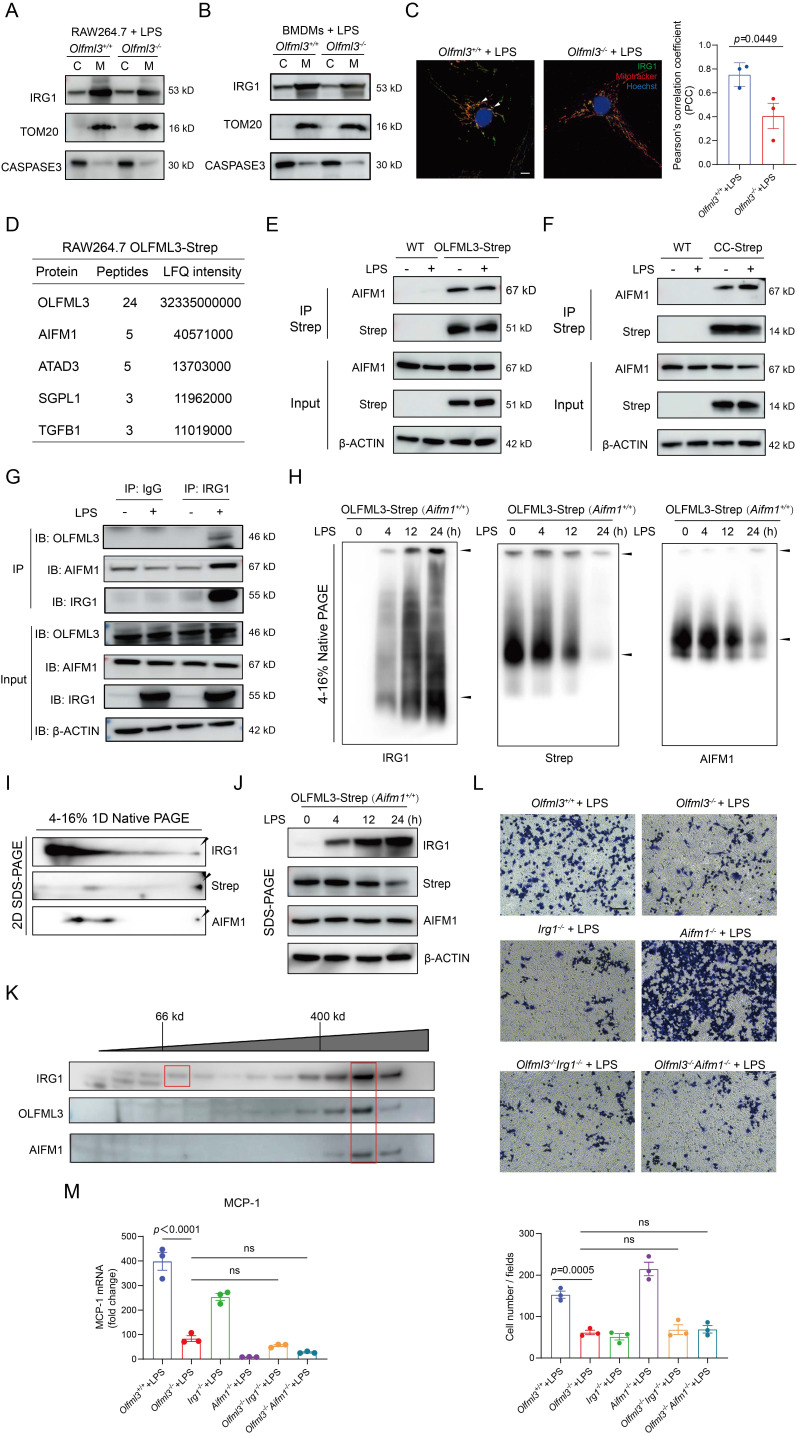
** OLFML3 facilitates IRG1 mitochondrial localization via AIFM1.** (A, B) Examination of the effects of *Olfml3* knockout on the level of mitochondrial IRG1 protein in RAW264.7 cells (A) and BMDMs (B). Cells are stimulated with 100 ng/mL LPS for 12 h and then fractionated. (C) Confocal immunofluorescence images showing the subcellular localization of IRG1-HA in wild type and *Olfml3^-/-^* BMDMs following 100 ng/mL LPS stimulation for 12 h. The bar plot shows the quantification of co-localized IRG1 (green) and mitochondria (red). The fluorescence images in this figure represent one of the three independent replicates. Scale bars, 5 μm. (D) Identification of AIFM1 as an OLFML3 interacting protein in RAW264.7 by CoIP-MS. The top 5 candidate proteins are shown. (E, F) Analysis of the interactions between AIFM1 with OLFML3-Strep (E) or CC domain-Strep (F) in RAW264.7 stable cells line. The cells stably expressing OLFML3-Strep and CC domain-Strep are treated with PBS or 100 ng/mL LPS for 12 h. The cell lysate is immunoprecipitated with Strep tag II magnetic beads and then immunoblotted with antibodies as indicated. (G) Confirmation of the interaction between OLFML3, IRG1 and AIFM1 with endogenous co-IP assay. (H) Evaluation of the presence of AIFM1 in OLFML3-IRG1 complex by native PAGE in RAW264.7 cells stably expressing OLFML3-Strep. (I) Investigation of the presence of AIFM1 in OLFML3-IRG1 complex by 2D SDS-PAGE. (J) Confirmation of the expression of IRG1, OLFML3-Strep and AIMF1 in RAW264.7 cells stably expressing OLFML3-Strep. (K) Evaluation of the presence and the molecular weight of OLFML3-IRG1-AIFM1 complex using size exclusion chromatography. The anticipated molecular weight of OLFML3-Strep, IRG1 and AIFM1 are 51, 53 and 67 kD respectively. (L, M) Comparison of the effects of *Olfml3^-/-^Irg1^-/-^* and *Olfml3^-/-^Aifm1^-/-^* double knockout with *Olfml3^-/-^* single knockout in LPS-treated RAW264.7 cells, as characterized by transwell assay (L) and MCP-1 mRNA level (M).

**Figure 8:**
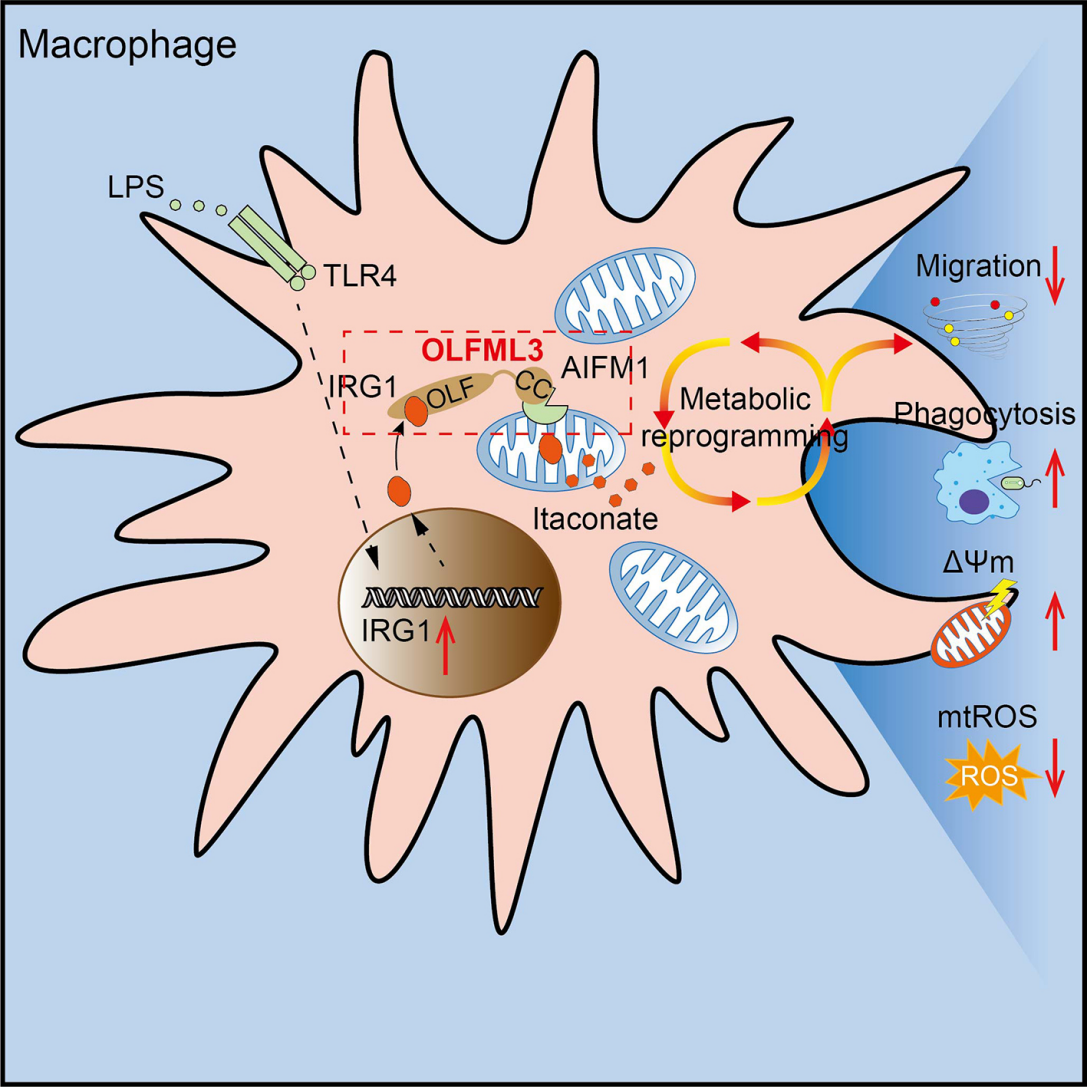
**Schematic mechanisms of the modulatory function of OLFML3 in macrophages.** OLFML3 facilitates IRG1mitochondrial localization via a mitochondrial transporter protein AIFM1 in macrophages. Depletion of OLFML3 in LPS-induced macrophages leads to decreased IRG1 mitochondrial localization and itaconate metabolic processes, and causes MMP loss and mtROS over-production, which in turn suppresses macrophage phagocytosis and migration and results in aggravated ALI.

## Abbreviations

OLFML3: olfactomedin-like protein 3
OLF: olfactomedin
CC domain: coiled-coil region
OLF domain: OLF-like domain
OLFM4: olfactomedin 4
LPS: lipopolysaccharide
ALI: acute lung injury
IRG1: immunoresponsive gene 1
BMDMs: bone marrow-derived macrophages
MMP/∆Ψm: mitochondrial membrane potential
mtROS: mitochondrial reactive oxygen species
AIFM1: apoptosis inducing factor mitochondria associated 1
B1TP: BMP1/Tolloid-class proteinase
RV: rhinovirus
PAMPs: pathogen-associated molecular patterns
W/D: wet/dry
BALF: bronchoalveolar lavage fluid
DEGs: differentially expressed genes
GO: Gene ontology
MCP-1: monocyte chemoattractant protein-1
ΔSP-OLFML3: protein deficient of signal peptide
OFP: orange fluorescent protein

How the deposited data were processed for this re-analysis (not part of the article)

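RNA-seq was analysed from RAW264.7 cells and BMDMs, wild type and *Olfml3* knockout, with PBS or with 100 ng/mL LPS for 4 h, in 3 libraries per group and 24 in all. The authors deposited 1 table per cell type with counts and FPKM for 56691 genes, of which 2639 have no symbol, and with GO annotations. Counts were checked against FPKM: the FPKM made from counts, gene length and library total matched the deposited value within 1% for 99.9% of 122116 values over 50 counts in RAW264.7 and 99.5% of 123096 in BMDMs. The aligner, counting program and genome build are not given in the sources used here. The paper's methods name limma, an adjusted p under 0.05 and a fold change of at least 1.5, and these were followed. The paper's own RAW264.7 table was held only in part, and its values show one fit over 12 libraries of log2(FPKM + 0.1).

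Sample conditions were taken from titles and library names, because the genotype tag contradicts them in 12 of 24 samples. limma 3.58.1 under R 4.3.3, with data.table 1.17.8, fitted 4 group means per cell type with default moderation and no intensity trend (8 residual and 1.43 prior degrees of freedom in RAW264.7). The comparisons were knockout against wild type with PBS and with LPS, their difference, and LPS against PBS in wild type. Benjamini-Hochberg adjustment ran over all genes tested in one comparison.

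Correlations between libraries were compared within and between groups with an exact permutation test over 15400 splits. GO sets were tested with Fisher's exact test, for terms of 5 to 1500 genes with at least 5 DEGs. Gene lists were tested with camera at an inter-gene correlation of 0.01 and with fry. The lists were oxidative stress, cell migration, phagocytosis, TCA cycle, type I interferon and the genes that the paper measured or studied, and 4 Y-linked genes were followed one by one. The lists, the main choices and the alternatives were set before the data were examined, but after the first part of the paper's RAW264.7 table had been seen.

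Genes were named by a rule set with these choices. It takes the genes measured or studied by the paper and the 4 Y-linked genes, the 5 largest rises and falls per knockout comparison, the 10 genes with the smallest largest adjusted p among those changed in the same direction in all 4 comparisons, the 5 largest changes per GO set, and the 5 largest interactions. The largest changes were taken among DEGs with the 3 libraries of each group apart, a mean FPKM of at least 1 in either group and a symbol. For 3 libraries against 3, chance sets groups apart for 10% of genes. Genes named outside this rule are marked as chosen after their values were seen.

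The alternatives were pseudocounts of 0.01 and 1, filters of FPKM 0.1 and 1 in 3 libraries, an intensity trend, TPM, median-ratio and quantile scaling, a fit of the 2 groups alone, the replicate number as a block, the adjusted p alone, each library left out in turn, and tests on counts with edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0. For GO sets a background of GO-annotated genes, the single term and the list written by hand were added, and for correlations Spearman's coefficient and DEGs alone.

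Library totals ran from 11638273 to 16478616 counts in RAW264.7 and from 17121240 to 22873094 in BMDMs. At this depth a gene at 0.1 FPKM has few counts. Tested on simulated data with 200 changed genes, limma recovered 89.5% in RAW264.7 with 12 false calls and 97% in BMDMs with 15, edgeR 94% and 99% with 10 and 3, and DESeq2 93.5% and 97.5% with 5 and 0. Where no change was simulated, there were 0 to 2 false calls. Enriched sets were found (p = 1.02e-36 and 3.51e-39, Fisher's exact test) and random sets were not (p = 1). camera also separated raised lists (p = 4.70e-71 and 8.76e-83) from random lists (p = 0.678 and 0.861).

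Guide RNA sequences were matched exactly to GENCODE M21 transcripts on both strands and placed on GRCm38, with no search of the rest of the genome. Experiments other than RNA-seq have no table in the deposit and were left out, apart from the RT-qPCR values of Ccl2 in the paper's supplement.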

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

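The tests for swapped groups in either cell type, for weaker LPS stimulation, for the depth needed to see Y-linked genes, and for depth and separate animals behind the interferon and cell division genes were chosen only after the result was seen.

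*Olfml3* drew attention because it moved in opposite directions in the cell types, with no overlap of the libraries. Its log2 fold change was -2.58 in BMDMs and 1.96 in RAW264.7 with PBS, and -1.75 and 6.10 with LPS. As for every pair of cell types in this part, the difference was not tested. The tables argue against reads shared with a related gene, since the counts of the 10 other olfactomedin family genes in RAW264.7 libraries labelled knockout with LPS were 0.507 times those of wild type, 6113 against 12046. Olfm1 held 6091 and 12040 of these, more than the 4264 counts of *Olfml3* in libraries labelled knockout with LPS. The argument thus rests on the fall and not on a lack of reads. The tables also argue against a swap of the 2 RAW264.7 groups. Ddx3y, Eif2s3y, Kdm5d and Uty had 7706 counts in wild-type libraries and 2 in those labelled knockout, and a parent line without these genes could not give a clone with them. This holds if the wild-type cells are the parent line, which the labels do not state. The response to LPS points the other way, as far as RNA stands for protein. The paper proposes that LPS raises OLFML3 protein in wild-type RAW264.7 cells, measured at a later time. Here *Olfml3* RNA rose with LPS in libraries labelled knockout (0.950 to 18.7 FPKM) and stayed low in wild type (0.163 to 0.183). Ccl2 with LPS is a weak check. Its fall by -5.01 has the sign of the paper's RT-qPCR (-2.20), but in BMDMs the signs are opposite (0.44 and 0.74 against -0.93 and -0.75). The RAW264.7 RT-qPCR ratio may also compare LPS inductions and not levels, because its PBS values have the same mean in both genotypes. A change around the gene in the sequenced clone stays open. Within 2 Mb of *Olfml3* 3 of 72 genes, 4.17%, were DEGs in the same direction in both treatments, against 5.80% elsewhere (one-sided Fisher's exact test, p = 0.795), but a change may reach only the nearest genes. For BMDMs the fall of *Olfml3* argues against swapped groups.

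Gm10964, which the paper does not discuss, had no counts in wild-type RAW264.7 and 145 FPKM (SD 15.6, n = 3, 646 counts) in libraries labelled knockout with LPS. It begins 1364 bases beyond *Olfml3*, and its rise ranked 1 with LPS and 2 with PBS. In BMDMs it had 0 to 4 counts per group. A candidate explanation is a change at the *Olfml3* locus of the clone that raises RNA from both genes, for which the test of the flanking genes (Fisher's exact p = 0.795) decides nothing.

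Other named genes drew attention because their libraries lay on opposite sides of wild type in the cell types, although not all were DEGs. With PBS the log2 fold changes in BMDMs and RAW264.7 were 0.44 and -2.91 for Ccl2, 1.85 and -7.44 for 3830403N18Rik, 0.55 and -5.09 for Flt1, 0.30 and -2.77 for Ier3, and -3.45 and 0.21 for Ifi213. With LPS they were 0.10 and -2.32 for Nos2, 0.039 and -0.047 for Acod1, 0.44 and -0.33 for Tnf, 1.15 and -0.06 for Il1b, 0.74 and -5.01 for Ccl2, 0.18 and -0.17 for Aifm1, 0.14 and -3.42 for Kdm5d, 0.29 and -6.17 for Ddx3y, 2.09 and -7.21 for 3830403N18Rik, 0.59 and -6.03 for Flt1, 0.72 and -3.79 for Adgrl2, and 0.43 and -5.52 for Ccl7. They were also 1.33 and -3.91 for Mmp9, 0.85 and -3.46 for Cnn2, 0.69 and -2.88 for Ier3, 2.69 and -4.83 for Csf3, 2.67 and -5.69 for Csf2, 1.94 and -1.98 for Cxcl2, and 2.05 and -2.05 for Ccl17. With LPS Acod1, Tnf and Aifm1 were DEGs in neither cell type, Nos2, Kdm5d, Ddx3y and Ccl7 only in RAW264.7, and Il1b only in BMDMs. With PBS Ccl2, Flt1 and Ier3 were DEGs only in RAW264.7 and Ifi213 only in BMDMs. Acod1 with LPS changed sign in both cell types under some settings (-0.10 to 0.19 in RAW264.7 and -0.12 to 0.05 in BMDMs).

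Among all genes 138 were DEGs in opposite directions with LPS, 103 of them lower in RAW264.7 and higher in BMDMs. The tables argue against gene dosage of chromosome 9 in the clone as their cause, since 3.62% of them lie there against 5.66% of the genes tested (one-sided Fisher's exact test, p = 0.896). Swapped BMDM groups would need *Olfml3* to be higher in knockout, and it was -2.58 and -1.75. A weaker LPS response of the RAW264.7 libraries labelled knockout stays open. Of the 50 genes that LPS raised most in wild type, 34 were lower and 16 higher in these libraries, with a median log2 fold change of -0.65 and single genes up to 2.01. Cell type is a difference of the design, and its effect was not tested.

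Lists of genes also moved in opposite directions. The mean log2 fold change in BMDMs and RAW264.7 was 0.070 and -0.43 for oxidative stress with PBS, 0.20 and -0.47 for oxidative stress with LPS, 0.29 and -0.86 for cell migration with LPS, 0.069 and -0.25 for the TCA cycle with PBS, and 0.16 and -0.30 for the TCA cycle with LPS. The BMDM rises with LPS may reflect the scaling of the libraries, since with median-ratio scaling they were 0.065, 0.16 and 0.028, none past the threshold. The RAW264.7 falls may in part reflect gene length or GC content. After the trend of each library with length and GC was removed, for genes with an FPKM of 1 or more, the mean was -0.32 and -0.33 for oxidative stress with PBS and LPS, -0.85 for cell migration with LPS and -0.21 for the TCA cycle with LPS, all still lower (camera, adjusted p from 1.85e-04 to 0.0197), so the trend is not their whole cause. The TCA cycle with PBS fell short of the threshold at -0.20 (camera, adjusted p = 0.0577, against 0.0201 before on the same genes), so the trend stays open for it. The odds ratio of the oxidative stress terms among genes lower in libraries labelled knockout with LPS was 1.78 (one-sided Fisher's exact test, p = 3.02e-05) against 1.96 before. In both directions together it was 1.22 (Fisher's exact p = 0.0535) after the removal, against 1.30 (p = 0.00842) before on the same genes. The trend stays open for the value in both directions together.

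Y-linked genes drew attention because the paper does not discuss them. Ddx3y, Eif2s3y, Kdm5d and Uty had 7706 counts in the 6 wild-type RAW264.7 libraries and 2 in the 6 labelled knockout. Low depth is excluded, since at least 73.6 counts would be expected for each gene in each library. Loss of the Y chromosome in the clone is a candidate explanation. It cannot be settled, because the other Y-linked genes with a mean of at least 10 counts had 709 counts in libraries labelled knockout, 708 of them on Gm47283 and 1 on Gm29650, which were named after their values were seen. Of the 31-base words in Gm47283 transcripts 46.8% also occur in transcripts of another chromosome, mostly Gm21887 on the X chromosome, so its counts may come from there. The paper describes its *Olfml3* knockout cells as isolated single clones, and the labels give no second clone. Differences from wild type thus need not stem from *Olfml3*.

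Chromosome 9 drew attention because its genes rose as a group in RAW264.7. The median log2 fold change of its 634 genes was 0.30 with LPS and 0.31 with PBS, against -0.13 to 0.11 and -0.06 to 0.08 for the other chromosomes. In 4 parts of the chromosome with equal numbers of genes it was 0.65, 0.51, 0.12 and 0.021 with PBS. In BMDMs chromosome 9 lay within the range of the others, at 0.16 with LPS. A gain of part of chromosome 9 in the clone may explain this, as a hypothesis found and tested on the same data. No biological explanation was tested.

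Type I interferon genes drew attention because the text of the paper, which names this pathway from earlier work, reports no RNA-seq result for them. The paper's supplementary gene and GO tables, held in part or not at all, may do so. In knockout BMDMs with PBS the mean log2 fold change of 29 genes was -2.19 (camera, two-sided, adjusted p = 1.48e-92), with 29 of 29 lower. It was -0.41 with LPS, and -1.26 with PBS and -0.88 with LPS in RAW264.7 libraries labelled knockout. The median depth of knockout libraries was 0.972 times that of wild type. Knockout replicate 3 was less deep (17746364 counts against at least 21881039), but replicate 2, deeper than every wild-type library (22873094 against at most 22256133), had a mean log2 value of 1.67 against at least 3.69. The smallest gap between a wild-type and a knockout library in the mean log2 value was 2.01, so no library of one genotype resembled the other. Interferon exposure of the wild-type BMDM animals or cultures would not reach RAW264.7, so it does not account for the falls there. For BMDMs with PBS, where the fall was larger, it cannot be told apart from the knockout, because the labels give no animal and every library of a genotype may come from the same culture.

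Cell division genes, chosen after the GO results were seen, rose in knockout BMDMs. With PBS 238 of 295 were higher, with a median log2 fold change of 0.12, and with LPS 253 of 295, with 0.23, against medians of 0.031 and 0.14 over all genes at an FPKM of 1 or more. In RAW264.7 149 of 295 were higher in each treatment. The median depth of knockout libraries with LPS was 0.969 times that of wild type. Replicate 3 was again less deep (17121240 counts against at least 21995070), but replicate 2, deeper than every wild-type library (22815104 against at most 22467927), had a mean log2 value of 2.03 against at most 1.76. The smallest gap between a knockout and a wild-type PBS library was 0.20. Separate animals or cultures cannot be told apart from an effect of the knockout.

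Small noncoding RNA genes drew attention because poly(A) RNA was sequenced. RAW264.7 libraries labelled knockout with LPS had 1.41 times the share of counts of wild type, and 45 of 630 such genes were higher DEGs against 5 lower. More unspliced RNA or genomic DNA in these libraries may explain this. The rise was 1.31 for replicates 2 and 3 with PBS and 1.16 for replicate 1. No biological explanation was tested.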

How the results depend on the processing

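The alternatives were set before the result was seen, except for a log2 threshold of 0.58 in RAW264.7, which was chosen after seeing the data and gave 2305 DEGs with PBS and 4684 with LPS. The cause was not tested where none is given.

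Counts of DEGs stayed within 1.5 times the main count under 147 of 164 alternatives. A pseudocount of 1, which shrinks changes of genes with low FPKM, gave 1474 genes in RAW264.7 with PBS, 3054 with LPS, 256 in BMDMs with PBS, 439 with LPS and 402 for the BMDM interaction. Without the fold change threshold, which lets smaller changes pass, BMDMs had 1116, 4804 and 1762. A fit of the 2 groups alone, with fewer residual degrees of freedom, gave 942 in RAW264.7 with PBS, and TPM gave 339 for the RAW264.7 interaction. Leaving out 1 library gave 1289 to 5524 in RAW264.7 with PBS (1364, 1426 and 1384 without wild-type replicates 1, 2 and 3, 5524, 1295 and 1289 without replicates 1, 2 and 3 of those labelled knockout), 3469 to 3670 with LPS, 461 to 497 and 1211 to 1350 in BMDMs, and 400 to 904 and 723 to 825 for the interactions (904 without replicate 1 of RAW264.7 libraries labelled knockout with PBS). Counts of genes changed by LPS in wild type ranged from 3492 to 6534 in RAW264.7 and from 7537 to 13678 in BMDMs. A count does not say which genes: with DESeq2, 88.5% of the RAW264.7 DEGs with PBS remained and 65.5% of the BMDM DEGs with LPS.

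Shared DEGs numbered 41 with PBS and 119 with LPS at a pseudocount of 1, 279 and 2094 without the fold change threshold, and 64 to 139 and 287 to 365 with 1 library left out (139 without replicate 1 of RAW264.7 libraries labelled knockout). The share with the same direction was 59.1% with PBS and 62.9% with LPS without the fold change threshold, 85.4% and 60.5% at a pseudocount of 1, and 69.8% to 83.8% and 55.0% to 62.7% with 1 library left out, lowest without replicate 1 of wild-type BMDMs with LPS (exact binomial test, two-sided, p = 0.0898). The correlation within minus between groups stayed past the threshold under all 32 alternatives, of which the 2 over DEGs alone say nothing about stability, because DEGs were selected for differing between the groups.

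GO sets kept their direction and side of the threshold in 131 of 148 cases. With the filter of FPKM 1 the odds ratio of oxidative stress was 1.14 (adjusted p = 0.306) in RAW264.7 with PBS, 1.29 (0.139) with LPS and 1.34 (0.0970) in BMDMs with LPS, and that of cell migration 1.23 (0.195) in BMDMs with PBS. With the single term oxidative stress was 1.67 (0.0943) in RAW264.7 with PBS and 1.60 (0.159) in BMDMs with LPS, and migration 1.41 (0.313) in BMDMs with PBS. With the list written by hand, which has far fewer genes, migration was 2.48 (0.0566) in RAW264.7 with LPS and 4.29 (0.0524) in BMDMs with PBS, and oxidative stress 2.43 (0.131) in BMDMs with LPS. Against GO-annotated genes, external stimulus was 1.07 (0.314) in RAW264.7 with LPS and migration 1.40 (0.0569) in BMDMs with PBS. With 1 library left out migration in BMDMs with PBS ranged from 1.23 to 1.55, and was not past the threshold without wild-type replicates 1, 2 and 3 or knockout replicate 1. Without the fold change threshold oxidative stress in BMDMs with PBS was 2.02 (9.12e-05). Among higher genes alone, 3 values crossed an odds ratio of 1 with either side past the threshold: migration in BMDMs with PBS was 0 with the list written by hand, oxidative stress 1.87 (0.00665) without the fold change threshold, and external stimulus in BMDMs with LPS 2.46 (0.00163) at a pseudocount of 1. The single term response to external stimulus has no directly annotated gene and gave no value.

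Gene lists kept their result in 240 of 264 cases. The filter of FPKM 1 removes the low genes against which camera compares a list. It gave a mean log2 fold change of -0.45 (adjusted p = 0.106) for the genes of the paper in RAW264.7 with PBS, and in BMDMs 0.076 (0.142) for oxidative stress with PBS, 0.20 (0.176) for oxidative stress, 0.29 (0.272) for migration and 0.16 (0.114) for the TCA cycle with LPS. Median-ratio scaling gave 0.040 (0.22) and -0.19 (0.0247) for oxidative stress and migration with PBS and 0.065 (0.389), 0.16 (0.347) and 0.028 (0.608) for oxidative stress, migration and the TCA cycle with LPS. fry passed 4 lists in BMDMs that camera did not: with PBS migration at -0.17 (0.00125), the TCA cycle at 0.069 (0.00824) and the genes of the paper at -0.10 (0.0242), for which camera pointed up, and with LPS the genes of the paper at 0.16 (0.00577). A pseudocount of 1 passed the TCA cycle with PBS at 0.060 (0.0365) and the genes of the paper with LPS at 0.30 (0.0113). With 1 library left out BMDM values with PBS were 0.053 to 0.086 for oxidative stress (lost without wild-type replicate 1 or knockout replicate 3), -0.18 to -0.15 for migration (gained without the same libraries) and 0.063 to 0.077 for the TCA cycle (gained without knockout replicate 1). Phagocytosis in BMDMs with LPS was -0.0056 to 0.012 (lost without wild-type replicate 3 or knockout replicate 2).

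The replicate number as a block changed 1 list, phagocytosis in BMDMs with LPS (0.0051, adjusted p = 0.0508), and 6 values of named genes. The mean correlation of residuals was -0.00232 for libraries with the same number and 0.00123 for others in RAW264.7, and 0.0297 and -0.0148 in BMDMs, where the same number was thus slightly closer. No pair with the same number exceeded 0.0596 in RAW264.7 or 0.0890 in BMDMs, and the numbers were not taken as pairs.

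Values of named genes kept their result in 4282 of 4511 cases, 201 fell short of the threshold, 22 passed it and 6 changed sign with a value past the threshold. Changes of sign in values past the threshold under neither setting were not counted. The interaction of Ccl2 in RAW264.7 was -2.09 and became 0.32 at a pseudocount of 0.01 and 0.40 with DESeq2, and that of *Olfml3* in BMDMs was 0.83 and became -1.14 with edgeR and -1.30 with DESeq2. Both rest on a group with 1 count, so their size follows the pseudocount. Eif2s3y after LPS in wild-type BMDMs was -0.08 and became 0.63 with edgeR and 0.73 with DESeq2, close to the shift of all genes by 0.65 and 0.76. Depth limits genes with few counts, such as Mir7031 (5 counts) and Mir194-1 (11 counts).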

Differences from the paper's values

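The paper's RT-qPCR of Ccl2, given as log2 ratios of knockout to wild type made from its supplementary values with their SD, differs from the RNA-seq value in each group. In RAW264.7 with PBS the paper's ratio is 0 (SD 0.30) and the RNA-seq value -2.91, from 42 and 1 counts. With LPS the paper's is -2.20 (SD 0.27) and the RNA-seq value -5.01. The RAW264.7 RT-qPCR values with PBS have the same mean in both genotypes, as if each was scaled to its own PBS cells. The ratio of 0 would then be set by the scaling. That with LPS would compare LPS inductions, and its RNA-seq counterpart would be the interaction. In BMDMs the paper's ratios are -0.93 (SD 0.32) with PBS and -0.75 (SD 0.21) with LPS, and the RNA-seq values 0.44 and 0.74. None of the 18 alternatives set before the data were examined closes any of these gaps. Those in RAW264.7 may come from the scaling of the RT-qPCR values. The alternatives gave -5.46 to -0.83, -5.09 to -4.69, 0.39 to 0.48 and 0.58 to 0.91. Relative to Hprt the RNA-seq values are -2.76, -4.63, 0.32 and 0.67. The direction is opposite in BMDMs. In RAW264.7 with LPS it is the same, for what may be unlike measures.

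The paper's table of RAW264.7 genes was held only in part. Its log2 fold changes equal the values here for 1998 genes with PBS and 1406 with LPS, within 5e-06 and 6.6e-06, and 24741 and 25333 genes are not held. It calls 10 genes with PBS and 2 with LPS that are not called here. Their absolute log2 fold changes are 0.580773 to 0.584462 and 0.584292 to 0.584938, under the log2 of 1.5, which is 0.584963. With the adjusted p alone, all 10 and both of the others are called, as they are with a log2 threshold of 0.58, chosen after seeing the values, which drops 0 of the 1582 and 0 of the 1323 genes that the paper calls among those held. The paper's tables for BMDMs and for GO terms were not held.

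The paper states an enrichment of oxidative stress processes in both knockout cell types upon LPS. Both sets are enriched here, in RAW264.7 among genes lower in libraries labelled knockout (odds ratio 2.82) and not among higher ones (0.79), and in BMDMs among genes higher in knockout (1.98). In both directions together neither set was past the threshold with the filter of FPKM 1 (1.29 in RAW264.7 and 1.34 in BMDMs). The BMDM set also fell short with the single term and with the list written by hand. The paper gives 28555 genes annotated to biological processes, against 27471 in the deposited tables. The paper describes knockout of *Olfml3* in RAW264.7, and the libraries labelled knockout have more of its RNA, 18.7 against 0.183 FPKM with LPS, while knockout BMDMs have less.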

Other observations

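The tests for a swap, for depth and for mixed RNA in replicate 1 of the RAW264.7 libraries labelled knockout with PBS were chosen only after the result was seen.

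Replicate 1 of the RAW264.7 libraries labelled knockout with PBS lay apart from replicates 2 and 3. A swap with a wild-type library is excluded, since Ddx3y, Eif2s3y, Kdm5d and Uty had 0 counts in it. RNA of wild-type cells mixed in is excluded too, since a share of 0.1 would have brought 150 counts of these genes. Its depth was 1.03 times that of replicate 2 and 1.15 times that of replicate 3. Replicates 2 and 3 differed by 1.12 times without lying apart, so depth does not explain the gap. Gene length and GC content account for a part. Its values had a slope of 0.265 per 10% GC and of -0.103 with log2 length relative to its group, against -0.0137 to 0.0126 and -0.0132 to 0.0122 in the other 3 groups. After each library's trend was removed, its correlation with its own group minus that with wild type was -0.00415, against -0.0184 on the same genes before, so the trend is not the whole cause. A library or culture batch that also separates the LPS groups may explain the rest. The difference of replicates 2 and 3 from replicate 1 correlated across genes with that between libraries labelled knockout and wild type under LPS (r = 0.628, and 0.526 after the removal of the trend). That of replicate 1 from wild type correlated with it too, less than that of replicates 2 and 3 (r = 0.446 and 0.816). Of 4636 DEGs with LPS 3186 had a mean FPKM of 1 or more, and 2443 of these moved the same way by at least 1.5 times in replicates 2 and 3, 583 in replicate 1 and 709 in neither. Such a batch cannot be told apart from the genotype in the other libraries, because no label gives it.

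The sum of FPKM per library, which needs no test, was 357349 to 367540 in wild-type RAW264.7, 356156 in replicate 1 labelled knockout with PBS, and 295256 to 311278 in the other libraries labelled knockout.

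The RAW264.7 DEGs may also rest in part on gene length and GC content. The log2 fold change fell by 0.23 per 10% GC with PBS and by 0.30 with LPS, against slopes of 0.024 and 0.054 in BMDMs. After the removal of each library's trend, 53.7% of 3411 DEGs with LPS remained, and 52.1% of 2166 with PBS, in a separate fit of the 11158 genes with an FPKM of 1 or more and a known GC content, so the trend is not the whole cause.

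BMDM DEGs were not in excess around the targeted locus of the mice. There 2 of 62 genes within 2 Mb of *Olfml3*, 3.23%, were DEGs, against 5.93% elsewhere (one-sided Fisher's exact test, p = 0.889). Strain sequence left around the locus is not excluded by this test, which cannot see an effect on a few near genes or on distant ones.

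Other splits of the libraries were counted for each test. With 3 libraries against 3 there are 10 splits, the share is never under 0.1, and chance cannot be excluded by them for any comparison of 2 groups. The real split ranked first, 1 of 10, for each count of DEGs and of genes changed by LPS. It was also 1 of 10 for each GO set, except for oxidative stress in BMDMs with PBS, where 2 splits did as well. For lists it was 1 of 10 except in RAW264.7 with PBS for the TCA cycle (4), and in BMDMs for oxidative stress (2 with PBS, 3 with LPS), migration with PBS (2) and the genes of the paper (5 with PBS, 2 with LPS). For the interaction 4 of 100 splits in RAW264.7 and 6 of 100 in BMDMs gave as many genes, with up to 7959 and 2248. Splits that turn the genotype in 1 treatment make its effect an interaction, so chance is not excluded by these counts. For shared DEGs only the real pair of 100 gave as many with PBS and with LPS, 1 of 100 each. The other splits called 1 to 23 genes per cell type, too few to measure the overlap, so chance is not excluded by this count either.

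Lists that belong to no RNA-seq statement of the paper gave these mean log2 fold changes (camera, two-sided). Phagocytosis was -0.39 (adjusted p = 6.31e-04) with PBS and -0.46 (2.94e-05) with LPS in RAW264.7, with 14 of 32 and 16 of 32 genes DEGs (14 and 17 when adjusted over the list alone). The value with PBS was not past the threshold after each library's trend with length and GC was removed (25 genes with an FPKM of 1 or more, -0.24, camera, adjusted p over 6 lists 0.228, against 0.0201 before on the same genes), and that with LPS was (-0.42, 0.0152). In BMDMs it was -0.11 (3.27e-06) with PBS, and with LPS the mean was 0.0051 and the median -0.036, with a test that pointed down (0.0361). The TCA cycle was -0.25 (0.00152) and -0.30 (2.12e-04) in RAW264.7, with 2 and 6 of 23 genes DEGs, and 0.069 (0.0639) and 0.16 (8.70e-04) in BMDMs, with none (0 when adjusted over the list alone). Type I interferon was -1.26 (1.02e-18) and -0.88 (2.34e-10) in RAW264.7 and -0.41 (2.00e-16) in BMDMs with LPS, with 21, 17 and 8 of 29 genes DEGs (22, 17 and 8 when adjusted over the list alone). The 10 genes of the paper were -0.44 (0.0120) and -0.020 (0.255) in RAW264.7. For 9 of them with an FPKM of 1 or more the value with PBS was not past the threshold before (-0.45, 0.0805) or after (-0.33, 0.347) the removal of the trend, and with LPS it went from -0.023 (0.453) to 0.15 (0.924). In BMDMs with PBS their mean was -0.10 and median 0.15, with a test that pointed up (0.298), and with LPS the mean was 0.16 (0.123).

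The largest interactions in RAW264.7 were in Csf2 (-5.46), Ccl7 (-5.22), Csf3 (-5.18), Gm26082 (4.98) and Gm11706 (-4.32). In BMDMs they were in Mir1929 (-4.76), Ccl5 (4.15), Mir7031 (-3.57), Gm23247 (3.45) and Cxcl9 (-3.18). Of the genes measured by the paper, Nos2 fell from 23.3 to 4.63 FPKM in RAW264.7 libraries labelled knockout with LPS (limma, adjusted p = 3.76e-05), Il6 rose from 24.8 to 100 (1.70e-05), and Il1b rose from 723 to 1609 in knockout BMDMs with LPS (0.000128). Among single GO terms, cellular response to interferon-beta led the genes lower in knockout BMDMs with PBS (30 of 63 genes, odds ratio 112, adjusted p = 2.30e-43), and cell division led the higher ones (40 of 412, 14.0). In RAW264.7 with LPS complex I assembly was among the lower genes (30 of 88, 6.37, 1.68e-10).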
